# The TCF C-clamp DNA binding domain expands the Wnt transcriptome via alternative target recognition

**DOI:** 10.1093/nar/gku1186

**Published:** 2014-11-20

**Authors:** Nate P. Hoverter, Michael D. Zeller, Miriam M. McQuade, Angela Garibaldi, Anke Busch, Elizabeth M. Selwan, Klemens J. Hertel, Pierre Baldi, Marian L. Waterman

## Abstract

LEF/TCFs direct the final step in Wnt/β-catenin signalling by recruiting β-catenin to genes for activation of transcription. Ancient, non-vertebrate TCFs contain two DNA binding domains, a High Mobility Group box for recognition of the Wnt Response Element (WRE; 5′-CTTTGWWS-3′) and the C-clamp domain for recognition of the GC-rich Helper motif (5′-RCCGCC-3′). Two vertebrate TCFs (TCF-1/TCF7 and TCF-4/TCF7L2) use the C-clamp as an alternatively spliced domain to regulate cell-cycle progression, but how the C-clamp influences TCF binding and activity genome-wide is not known. Here, we used a doxycycline inducible system with ChIP-seq to assess how the C-clamp influences human TCF1 binding genome-wide. Metabolic pulse-labeling of nascent RNA with 4′Thiouridine was used with RNA-seq to connect binding to the Wnt transcriptome. We find that the C-clamp enables targeting to a greater number of gene loci for stronger occupancy and transcription regulation. The C-clamp uses Helper sites concurrently with WREs for gene targeting, but it also targets TCF1 to sites that do not have readily identifiable canonical WREs. The coupled ChIP-seq/4′Thiouridine-seq analysis identified new Wnt target genes, including additional regulators of cell proliferation. Thus, C-clamp containing isoforms of TCFs are potent transcriptional regulators with an expanded transcriptome directed by C-clamp-Helper site interactions.

## INTRODUCTION

The Wnt signaling pathway is one of several vital developmental pathways conserved in all phyla of the animal kingdom (1,2). Wnt proteins are secreted morphogens that bind to their cognate transmembrane receptor, a complex of Frizzled and LRP family proteins (3). Binding leads to the release of the central messenger β-catenin from a destruction complex so it can translocate to the nucleus (4). Nuclear β-catenin then complexes with a member of the Lymphoid Enhancer Factor/T Cell Factor (LEF/TCF) family of DNA binding proteins, and in turn, recruits chromatin modifiers and components of the general transcription machinery to activate a Wnt target gene expression program (5–7). Depending on the developmental context and the gene programs that β-catenin-LEF/TCF complexes activate, cells are directed to proliferate, self-renew or differentiate toward specific cell fates. In abnormal settings, such as when mutations in Wnt pathway components cause overactive signaling, gene expression patterns of proliferation are unbalanced. For example, early development of the majority (80%) of colon cancer cases are driven by overactive Wnt/β-catenin signaling (8,9). The targets and gene programs that are misregulated in these cells are specified by the DNA binding specificities of the LEF/TCFs.

Genetic and biochemical studies have implicated the LEF/TCF family to be the primary sequence-specific transcription factors that mediate WNT target gene activation (5,10–12). For model systems, such as *Drosophila* and *Caenorhabditis elegans*, a single TCF carries this responsibility (dTCF/pangolin and POP-1, respectively). In vertebrate systems, the LEF/TCF family has expanded in both the number of family members as well as the diversity of isoforms produced from each gene. Diversification and subfunctionalization is due in part to alternative splicing and alternative promoter usage, which interestingly does not introduce newly evolved domains but instead has made ancient, existing domains, such as the N-terminus (β-catenin binding) and C-terminus (E-tail; C-clamp) an alternative choice (13,14). In mammals, the LEF/TCF family consists of four members: TCF1 (TCF7 gene), TCF4 (TCF7L2), LEF1 (LEF1) and TCF3 (TCF7L1). Family members are often co-expressed as sets of alternatively spliced isoforms and knockout studies indicate important non-redundant functions (14).

All LEF/TCF isoforms contain a highly conserved sequence-specific High Mobility Group (HMG) DNA binding domain (DBD) that binds to a eight nucleotide DNA sequence motif frequently called a Wnt Response Element (WRE; 5′-CTTTGWWS-3′), but other domains can greatly influence DNA binding. For example, alternative splicing of the C-terminus of TCF1 and TCF4 produces an isoform (named an ‘E-tail’ isoform) that is particularly potent in its ability to regulate transcription (15–17). TCF1E has been shown to be the only LEF/TCF isoform that can strongly regulate the SP5, CDX1 and LEF1 Wnt-target promoters (15), while TCF4E was shown to regulate the CDX1 promoter (17,18). Global gene expression analysis as well as proliferation and cell-cycle analysis in colon cancer cells showed that E-tail isoforms are potent regulators of cell-cycle progression through the G1 phase of the cell cycle (15,19), whereas other isoforms of LEF/TCFs are not effective. Interestingly, the predominant form of TCF1 in colon cancer is TCF1B, a form that does not contain the E-tail. This is in contrast to its expression in normal colon cells where the E-tail form is more prevalent and is expressed as a dominant negative isoform (dnTCF1E) that does not contain the N-terminal β-catenin binding domain (16).

The E-tail isoforms of TCF1 and TCF4 have been well studied because they include a second ancient DBD called the C-clamp and because they are predominant isoforms in the intestinal epithelium (16,20–22). The C-clamp is a zinc binding domain that recognizes a GC-rich sequence motif (‘Helper site’; 5′-RCCGCCR-3′) in combination with the HMG-WRE interaction *in vivo* and *in vitro* (15,23,24). Binding of the C-clamp to Helper sites is thought to be largely responsible for observations that the E-tail isoforms of LEF/TCFs are transcriptionally potent isoforms. There are features of HMG and C-clamp cooperation that are unique, including an unusual degree of flexibility in the spacing and orientation between the WRE and the Helper site; Helper sites can be located 5′ or 3′ of WREs and the spacing between motifs can vary from 1 nucleotide to 11 nucleotides (20,23). While *in vitro* studies and transient transfection experiments confirm that this degree of flexibility can be tolerated, the extent to which the C-clamp-Helper site interaction contributes to genome-wide binding and transcriptional regulation of Wnt target genes is unknown. Additionally, the pattern of co-occurring WREs and Helper sites in the context of chromatin has not been studied and therefore the constraints on the allowable distance and orientation between Helper and WRE sites for functional synergy are poorly understood. Finally, since only a few target genes have been identified where the C-clamp makes an essential contribution, a genome-wide analysis is needed to reveal not only patterns of binding, but to identify gene programs that are directly targeted by these ancient isoforms.

We performed ChIP-seq experiments to determine the binding profile of a wild-type and C-clamp mutant version of TCF1 in DLD-1 colon cancer cells. Our results indicate that the C-clamp-Helper site interaction widely contributes to binding site selection and strength. We find that wild-type TCF1 bound to a greater number of gene bodies and promoters compared to mutant TCF1, suggesting that the C-clamp helps position TCF1 for transcriptional regulation. Our bioinformatics analysis also indicates that the C-clamp forms of TCF1 can utilize Helper site(s) for transcription regulation independent of any obvious canonical WRE motif. We also assessed early changes in gene expression in tandem with ChIP-seq experiments using a metabolic labeling and high-throughput RNA-seq technique called 4′Thiouridine-seq. This technique selectively labels actively transcribed nascent RNAs, and by comparing 4′Thiouridine-seq transcript changes with ChIP-seq data, we identified new C-clamp-dependent Wnt target genes that showed direct regulation by TCF1, including histone genes, and other genes with high relevance to cell proliferation. We conclude that the C-clamp enables gene regulation independent of canonical WRE interactions in modulating the DNA activities and transcriptional output of TCF1E. However, our results also indicate that the DNA binding specificities of the HMG box and C-clamp synergize to control gene expression of a subset of Wnt target genes.

## MATERIALS AND METHODS

### Establishment of inducible DLD-1 colon cancer cells

The establishment of inducible dnTCF1EWT and dnTCF1Emut DLD-1 cell lines has been described previously (15).

### ChIP-Seq and ChIP validation

See Supplementary Methods. ChIP-seq data set was deposited to GEO with accession GSE53536.

### 4′Thiouridine-seq

See Supplementary Methods.

### Plasmids

Construction of TCF1EWT, TCF1Emut, expression plasmids was described previously (25,26).

### Luciferase assay

COS-1 cells were transiently transfected with BioT transfection reagent according to the manufacturer's protocol (Bioland Scientific LLC). COS-1 cells were plated at a density of 200 000 cells/well in 6-well plates 20 h before transfection. Luciferase reporter constructs (0.4 ug) were cotransfected with β-catenin (0.4 ug), β-galactosidase (0.1 ug) and a LEF/TCF expression vector (0.1 ug). Cells were harvested after 20 h, and luciferase and β-galactosidase activities were determined as described (25).

### Electrophoretic Mobility Shift Assay (EMSA)

EMSAs were carried out with 1 ng (∼200 cps) of radioactive oligonucleotide in a final reaction volume of 20 ul containing 10 mM HEPES (pH 8.0), 2.5 mM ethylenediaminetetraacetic acid (EDTA), 10% glycerol, 20 mM KCl, 5 mM MgCl2, 0.024 ug/ul salmon sperm DNA and 20 mM dithiothreitol (DTT). COS-1 cells were transiently transfected with EVR2 and expression vectors for full-length human TCF1EWT. COS-1 cells were prepared 48 h after transfection by swelling cells on ice, immersing them for 15 min in hypotonic lysis buffer (10 mM Tris pH 7.9, 50 mM KCl, 10 mM MgCl2, 0.01 mM EDTA, 1 mM DTT, 0.01 mM EGTA, 1 mM phenylmethylsulfonyl fluoride, protease inhibitor cocktail), and douncing. The methylated probe was ordered from Fisher Scientific and contains four methylated CpGs (two on each strand in the Helper sites).

## RESULTS

### ChIP-seq of dnTCF1EWT and dnTCF1Emut

Most ChIP-seq studies are descriptive studies that focus on establishing the binding profiles of one or several DNA binding proteins. However, ChIP-seq experiments are well suited to testing the functional contribution of individual protein domains within a DNA binding protein. For example, it was shown that the genome-wide binding profile of the E2F transcription factor in MCF-7 breast cancer cells is not mediated through protein–protein interaction domains, but rather almost exclusively through the E2F DBD (27). Interestingly, while there are a significant number of transcription regulators that have more than one DBD (28,29), to our knowledge there are no studies that examine the relative contribution of one DBD versus another in terms of genome-wide binding patterns. Furthermore, the coupling of this analysis to high-throughput detection of nascent transcripts is an emerging approach with few, if any, published examples. While this is a similar approach to integrating ChIP-seq with microarray or RNA-seq data sets, this technique allows for more sensitive detection of newly transcribed RNA (30).

To determine the contribution of the C-clamp domain to the genome-wide binding pattern of TCF1 binding, ChIP-seq experiments were performed with a well established, doxycycline-inducible system in DLD-1 colon cancer cells (15,19,31). DLD-1 cells have high levels of endogenous Wnt signaling and therefore constitutive occupancy of Wnt target sites by endogenous β-catenin-LEF/TCF complexes. The doxycycline inducible system takes advantage of a dominant negative form of TCF1E (dnTCF1E) which when expressed in colon cancer cells, can interfere with endogenous β-catenin-LEF/TCF complexes by competing for occupancy of binding sites throughout the genome (Figure 1A) (31). Competition results in a downregulation of Wnt target gene expression because β-catenin and its transcriptional co-activators are displaced from regulatory sites (15,19) (Figure 1A). This system was first established by van de Wetering *et al.* to discover that either dnTCF1E or dnTCF4E expression causes a stall in the G1 phase of the cell cycle (19). We subsequently used this system to show that the stall requires the C-clamp domain in the E-tail (15). A microarray analysis of gene expression in parallel cell lines with either induced wild-type dnTCF1E (dnTCF1EWT) or a mutant version which has a five amino acid substitution in the C-clamp rendering it null for DNA binding (dnTCF1Emut), identified C-clamp-dependent changes in gene expression, changes that were connected to cell-cycle progression and proliferation (15). dnTCF1Emut is equally capable as dnTCF1EWT of regulating WRE-driven Wnt reporter constructs, such as TOPTK ((15), unpublished observation), so to what extent these changes reflect differences in dnTCF1E occupancy of target genes or secondary and tertiary effects not related to binding is not fully known (20). Also, whether the C-clamp defines new patterns of sequence specificity and a new subclass of target gene, or whether its function is strictly auxiliary to classic WRE-dependent gene targeting is not known. We therefore used ChIP-seq comparisons of parallel doxycycline induction of dnTCF1EWT and dnTCF1Emut to assess the role of the C-clamp in the genome-wide binding patterns of TCF1.

**Figure 1.**
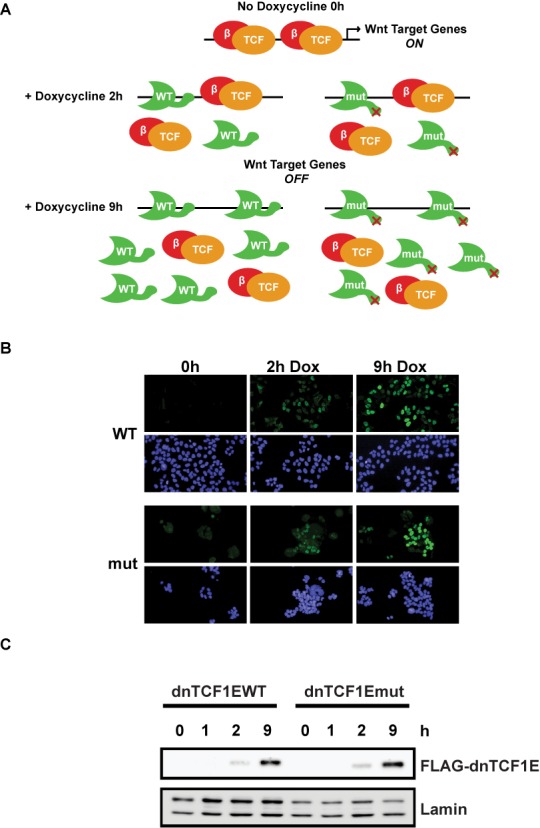
dnTCF1EWT and dnTCF1Emut doxycycline inducible system in DLD-1 colon cancer cells. (A) In the absence of doxycycline, dnTCF1E is not produced and high levels of β-catenin (red) signaling activate Wnt target gene expression. At 2 h of doxycycline induction, low amounts of dnTCF1EWT and dnTCF1Emut (green) are produced, which compete with endogenous LEF/TCF factors (orange) for binding sites and cause a downregulation of Wnt target gene expression. At 9 h post-induction, there are higher levels of dnTCF1E induced, which cause increased repression of Wnt target gene expression. (B) Immunofluorescence images of dnTCF1EWT and dnTCF1Emut expression in DLD-1 cells. dnTCF1EWT and dnTCF1Emut (green) are found exclusively in the nucleus (stained blue with DAPI). (C) Western blot analysis of a Doxycycline induction time course of FLAG-dnTCF1EWT and FLAG-dnTCF1Emut expression.

dnTCF1EWT and dnTCF1Emut (C-clamp mutant) were induced with doxycycline in duplicate cultures for 1 h (undetectable expression), 2 h (low amount of expression) or 9 h (higher amount of expression) (Figures 1B, C and 2A) and protein-DNA interactions were stabilized by crosslinking with formaldehyde. For each cell line, an untreated control was also included in the analysis (no doxycycline, 0 h). The early 2 h time point was included in the ChIP-seq analysis because little is known about the genome-wide binding patterns of newly translated TCFs or induced DNA binding proteins in general. In addition, the levels of immunoprecipitated wild-type and mutant protein were very similar at 2 h (Figure 2A). Much of the subsequent analysis in this study derives from this early time point. Immunoprecipitations were performed with FLAG-antibody-conjugated magnetic beads because dnTCF1EWT and dnTCF1Emut both have an N-terminal FLAG tag (a tag which we have previously shown is neutral for dnTCF1E activities (15)). Western blot analysis demonstrated that no detectable dnTCF1E was pulled down in untreated (0 h) cells and that similar levels of dnTCF1EWT and dnTCF1Emut were pulled down after 2 and 9 h of doxycycline treatment (Figure 2A). ChIP-seq was then performed in duplicate for each condition to identify regions of occupancy (see Materials and Methods). 

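ChIP-seq was analysed from 6 lists of peaks deposited by the authors, 1 each for dnTCF1EWT and dnTCF1Emut at 0, 2 and 9 h of doxycycline. The authors pooled the duplicates before calling peaks with MACS, and annotated each peak with HOMER on the hg19 build of the human genome. For each peak, the lists give its position, its MACS peak score, the nearest TSS, the genomic feature, the GC content as a fraction of the sequence, and the number of matches within the peak to the WRE (5′-CTTTGWWS-3′), the short Helper site (5′-RCCG-3′) and the Helper site (5′-RCCGCC-3′). The peak score is proportional to the negative logarithm of the P-value of the peak and is not scaled between libraries. A higher sequencing depth therefore gives higher scores and more peaks, and the depth of the libraries is unknown from the lists. The dnTCF1EWT lists held 1907 peaks at 0 h, 5585 peaks at 2 h and 12996 peaks at 9 h, and the dnTCF1Emut lists held 708, 1883 and 354 peaks. The lowest peak score lay between 50.01 and 50.21 in all 6 lists. Median peak lengths were 186, 187 and 171 bp for dnTCF1EWT and 390, 452 and 394 bp for dnTCF1Emut. Peaks were ranked by score, and the top 1000 peaks of each list were used, or all peaks of the dnTCF1Emut 0 and 9 h lists, which have fewer. Because each condition is 1 pooled list, no spread between replicates can be given. Peaks are not replicates, so tests over peaks compare lists and not conditions, and the 95% intervals given with percentages (Wilson) cover counting error only. Each protein was expressed in its own cell line with its own libraries, so differences between the lists of the 2 proteins cannot be told apart from differences between cell lines or library batches.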

A comparison of the peaks called at each time point exhibited significant overlap for each of the dnTCF1EWT and dnTCF1Emut biological replicates. For example, the reciprocal overlap of the top 20% of dnTCF1EWT 2 h peaks was 61% and 54% and for dnTCF1Emut 2 h it was 80% and 86%. We further assessed reproducibility using scatter plot and Irreproducible Discovery Rate analysis (IDR; (32,33)). IDR analysis is a stringent rank-order approach that compares the rank order *P*-values of peaks between biological replicates and assigns a value to the concordance (or discordance) much like a false discovery rate value. IDR analysis showed that the top 1000 peaks from 2 h of Doxycline induction had a reproducibility index of 0.1 or better for the dnTCF1EWT replicates and 0.04 for the dnTCF1Emut replicates (Supplementary Figure S1D). Following the ENCODE protocol for ChIP-seq (32), we therefore pooled the biological replicates for each time point (see Supplementary Figure S1 and Supplementary Methods), and for much of the analysis that follows, only the top 1000 peaks from each of the 2 h time points was used.

**Figure 2.**
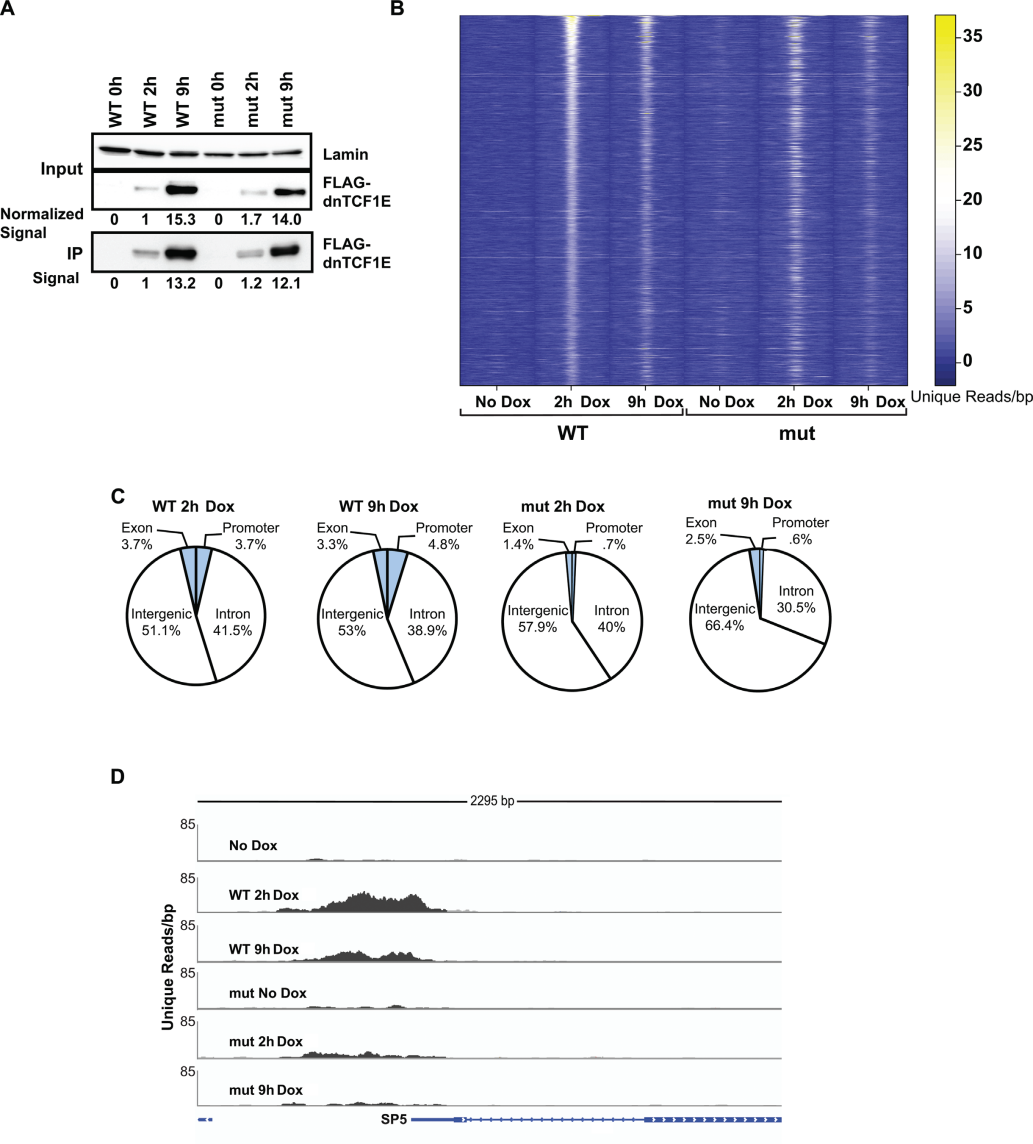
dnTCF1EWT binds more strongly to DNA and is enriched near gene loci. (A) Western blot analysis of Doxycycline induction and immunoprecipitation of FLAG-dnTCF1EWT and FLAG-dnTCF1Emut using Flag-antibody-conjugated magnetic beads. Similar levels of dnTCF1EWT and dnTCF1Emut were immunoprecipitated as quantitated by digital image analysis. Induction levels of cellular FLAG-tagged protein were normalized to Lamin and values are indicated below the panel. Immunoprecipitated levels of FLAG-tagged protein derive from the digital signal intensity of bands in the bottom panel. (B) The top scoring 1000 peaks from the dnTCF1EWT 2 h analysis were sorted by read intensity and displayed in a heat map. Read intensities (number of reads per 10 base pairs) for these regions were also displayed for the other ChIP-seq samples. The window length for each sample is 2000 bp, centered on the peak of dnTCF1E occupancy. dnTCF1E peaks were stronger at 2 h induction than 9 h induction. dnTCF1Emut was enriched at most, but not all regions that dnTCF1EWT bound. However, dnTCF1Emut enrichment at these regions was mostly weaker. (C) Distribution of the top 1000 dnTCF1EWT and dnTCF1Emut peaks. dnTCF1EWT bound to a greater number of promoter (defined as 4 kb centered over the transcription start site) and exonic regions than dnTCF1Emut. dnTCF1EWT also bound to a greater number of untranslated regions, exons and transcription termination sites, which together encompass the ‘Other’ category. (D) Example of a ChIP-seq peak at the promoter of the Wnt target gene SP5. dnTCF1EWT showed stronger binding at the SP5 promoter, consistent with its known status as a C-clamp-preferred target gene.

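The dnTCF1EWT 2 h list held 5585 peaks, and its top 1000 peaks had a median peak score of 168 (quartiles 119 and 281). A peak of the dnTCF1EWT 9 h list overlapped 475 of these 1000 regions (47.5%, 95% interval 44.4 to 50.6%), and a peak of the dnTCF1Emut 2 h list overlapped 375 (37.5%, 34.6 to 40.5%). Among the top 500 regions these shares were 61.8 and 48.4%, and with an overlap of at least 50% of both peaks the share in the 9 h list was 36.3%. The dnTCF1Emut 9 h list had a peak at 78 of the 1000 regions, the dnTCF1EWT 0 h list at 6 and the dnTCF1Emut 0 h list at 10. Overlap with a listed peak depends on the score threshold and depth of the other list, and the read counts of Figure 2B were not used here. The share of dnTCF1EWT 2 h peaks with a WRE fell along the ranking, from 50.6% in the top 1000 to 17.5% at ranks 1001 to 2000 and 4.1% at ranks 5001 to 5585.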

A heat map representation of the distribution of read counts for the top 1000 dnTCF1EWT peaks at 2 h (out of 5580 total peaks) across all samples from this pooled data set shows sharp peaks of occupancy (Figure 2B) and known high affinity binding sites close to the peak centers (Supplementary Figure S2). 

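At 2 h the dnTCF1EWT list held 2.97 times as many peaks as the dnTCF1Emut list, 5585 against 1883. This ratio was 1.47 for peaks with a score above 67 (1802 against 1229) and 1.37 for peaks with a score of 100 or more (926 against 675), the alternative that moved it most. The top 1000 peaks at 2 h had a median score of 168 for dnTCF1EWT and 119 for dnTCF1Emut (quartiles 93.7 and 173). The mean log10 peak score of the top 1000 was higher for dnTCF1EWT by 0.167 (two-sided permutation test with 100000 resamples, p = 1e-05, the smallest they can give). Over all listed peaks the difference had the opposite sign, -0.104 (permutation p = 1e-05), with median scores of 59.0 for dnTCF1EWT and 81.1 for dnTCF1Emut. Between 2 and 9 h the number of dnTCF1EWT peaks rose from 5585 to 12996, and the number with a score above 67 from 1802 to 2649. The number with a score of 100 or more fell from 926 to 565. The median score of the top 1000 dnTCF1EWT peaks was 106 at 9 h.

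**Figure D1:**
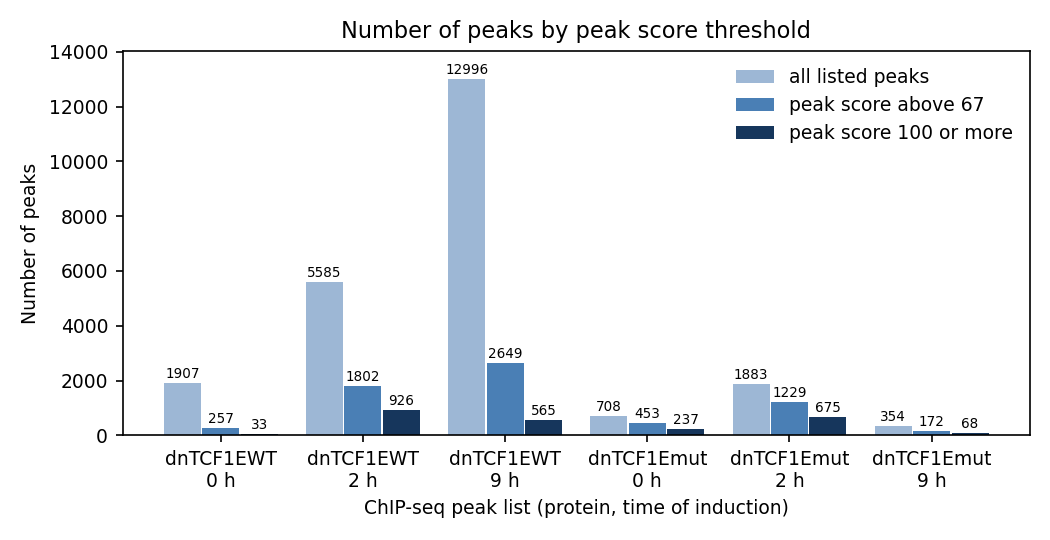
Number of peaks (vertical axis) in each of the 6 peak lists (horizontal axis, protein and time of induction), for all listed peaks, peaks with a score above 67 and peaks with a score of 100 or more. The dnTCF1EWT 9 h list is the longest with 12996 peaks, and 565 of them reach a score of 100, against 926 of the 5585 peaks at 2 h. With scores above 67 the 9 h list holds 2649 peaks and the 2 h list 1802.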

The fainter heatmap signals for dnTCF1Emut at these sites indicate weaker binding, a general pattern also reflected in the fewer number of total peaks called for dnTCF1Emut (1863 total peaks) and the overall lower scores for those peaks (Supplementary Figure S2A and B). dnTCF1EWT bound to the same regions at 9 h post-induction as 2 h post-induction, however, binding was weaker at 9 h, despite greater amounts of dnTCF1E in the nucleus and immunoprecipitate at the later time point (Figures 1B and C and 2A and B). dnTCF1Emut bound to most of the same regions as dnTCF1EWT at 2 h post-induction, but binding to these regions was generally weaker, as indicated by fewer total unique reads within 500 bp of the peak centers (269.0 versus 314.2; *P* = 4.5E-16; paired *t*-test). 

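The dnTCF1Emut list shortened from 1883 peaks at 2 h to 354 at 9 h, and the number of peaks with a score of 100 or more fell from 675 to 68. At the 234 dnTCF1Emut 2 h peaks that overlapped a 9 h peak, the mean log2 ratio of the 2 h score to the 9 h score was 1.07 (SD 0.85), and 88.5% of the regions had the higher score at 2 h (two-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). Without peaks that overlap a 0 h peak of either cell line it was 1.23 over 139 regions. The regions left out, listed before induction, therefore also had higher 2 h scores on average. A difference in sequencing depth would shift every ratio, so the fall cannot be ascribed to dnTCF1Emut binding alone. Of the 354 dnTCF1Emut peaks at 9 h, 116 (32.8%) overlapped a peak of the untreated dnTCF1Emut cells, and 124 (35.0%) had a GC content below 15%.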

Binding by dnTCF1Emut was also weaker at 9 h post-induction compared to 2 h post-induction, suggesting that the decrease in binding seen at later time points (even with greater amounts of dnTCF1E in the nucleus) is due to a C-clamp-independent phenomenon. To test whether dnTCF1E was inducing a repressive chromatin state that reduces binding at 9 h post-induction, ChIP-quantitative polymerase chain reaction (qPCR) experiments were performed on H3K9acetyl and H3K9me3 chromatin marks (Supplementary Figure S3A and B). H3K9me3 is associated with a closed chromatin state and decreased access of transcription factor binding (34), while H3K9acetyl is associated with an open chromatin state (35). Induction of dnTCF1EWT did not cause an increase in H3K9me3 (Supplementary Figure S3A) and unexpectedly caused an increase in H3K9acetyl by 9 h (Supplementary Figure S3B). Therefore, it is unlikely that dnTCF1E is reducing its own binding at 9 h post-induction through a chromatin-mediated mechanism. Taken together, dnTCF1EWT shows a global pattern of rapid, strong and focused binding to specific sites.

### The C-clamp binds Helper sites on a genome-wide scale and targets dnTCF1EWT to gene loci

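Of the top 1000 dnTCF1EWT peaks at 2 h, 511 were annotated as intergenic (51.1%, 95% interval 48.0 to 54.2%) and 415 as intronic (41.5%, 38.5 to 44.6%). For dnTCF1Emut at 2 h, 579 were intergenic (57.9%, 54.8 to 60.9%) and 400 intronic (40.0%, 37.0 to 43.1%). Intergenic and intronic peaks together made up 92.6% of the dnTCF1EWT peaks and 97.9% of the dnTCF1Emut peaks. In the 9 h lists the intergenic and intronic shares were 53.0 and 38.9% for dnTCF1EWT and 66.4 and 30.5% for dnTCF1Emut. In the untreated dnTCF1EWT cells these shares were 56.3 and 41.1%.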

Sites of dnTCF1EWT and dnTCF1Emut occupancy were chiefly within intergenic and intronic regions, a pattern of binding that has been observed for TCF4, a LEF/TCF family member that is co-expressed with TCF1 in colon epithelial cells (Figure 2C) (36). However, dnTCF1EWT bound more than a 5-fold greater number of promoter regions than dnTCF1mut (promoter defined as a 4 kb region centered on the transcription start site (TSS)), and 2-fold greater number of exons, indicating that the C-clamp is important for targeting dnTCF1E to regulatory sites near gene bodies. 

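Among the top 1000 peaks at 2 h, the center of 96 dnTCF1EWT peaks (9.6%, 95% interval 7.93 to 11.6%) and 27 dnTCF1Emut peaks (2.7%, 1.86 to 3.90%) lay within 2 kb of a TSS, an odds ratio of 3.83 (two-sided Fisher's exact test, p = 8.2e-11). At 9 h the counts were 98 of 1000 for dnTCF1EWT and 8 of 354 for dnTCF1Emut (odds ratio 4.70, Fisher's exact p = 8.1e-07). In the untreated cells, 2.2% of the dnTCF1EWT peaks and 2.40% of the dnTCF1Emut peaks lay within 2 kb of a TSS. The HOMER promoter-TSS annotation, a narrower window, covered 37 dnTCF1EWT and 7 dnTCF1Emut peaks at 2 h. The top 1000 peaks differed in GC content, with a median of 44.5% for dnTCF1EWT and 37.2% for dnTCF1Emut. Peaks were therefore also compared only with peaks of similar GC content, in strata of 5%, a comparison chosen after seeing the data that moved the result most. The odds ratio pooled over these strata (Mantel-Haenszel chi-square test) was 1.69 (95% interval 0.992 to 2.89, p = 0.068) at 2 h and 1.98 (p = 0.20) at 9 h. Exons held the center of 12 dnTCF1EWT and 6 dnTCF1Emut peaks at 2 h (odds ratio 2.01, Fisher's exact p = 0.24), and 6 and 2 in the top 500 (odds ratio 3.02), numbers too small to tell the shares apart. Over all listed peaks exons held 22 of 5585 dnTCF1EWT peaks and 14 of 1883 dnTCF1Emut peaks (odds ratio 0.528, Fisher's exact p = 0.081). The paper reads the greater number of promoter and exonic regions bound by dnTCF1EWT as a sign that the C-clamp is important for directing dnTCF1E to regulatory sites close to gene bodies.

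**Figure D2:**
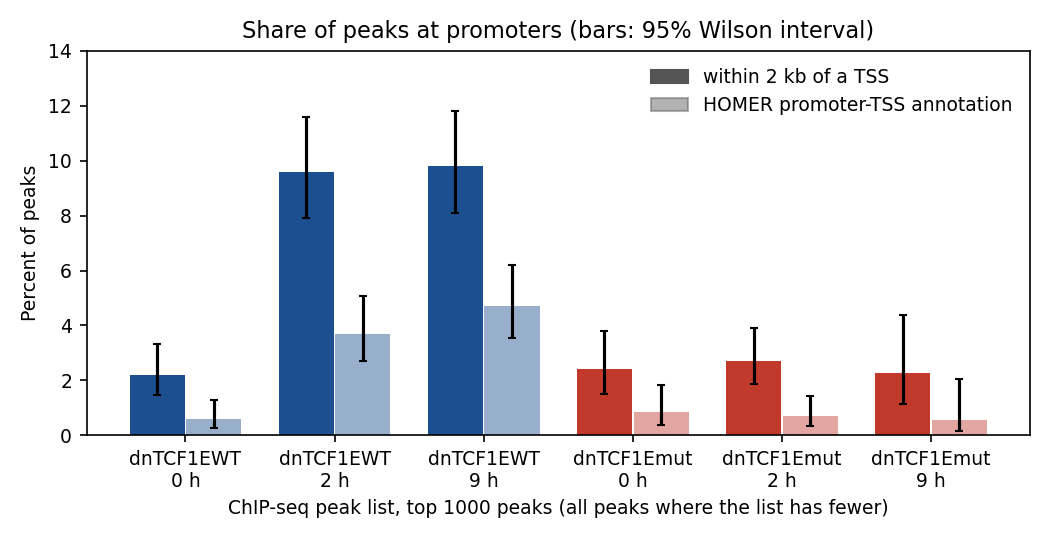
Percent of peaks at promoters (vertical axis) in the top 1000 peaks of each list, or all peaks where the list has fewer (horizontal axis), for peaks within 2 kb of a TSS (dark bars) and peaks with the HOMER promoter-TSS annotation (light bars), with 95% Wilson intervals. The dnTCF1EWT 2 and 9 h lists reach 9.6 and 9.8% within 2 kb of a TSS, and the other 4 lists lie between 2.2 and 2.7%.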

An example of a promoter-bound region is shown in Figure 2D. We have previously shown that the promoter of the Wnt target gene SP5 is strongly regulated by the C-clamp in a Helper site-dependent manner and therefore as expected, dnTCF1EWT showed strong binding to the SP5 promoter, whereas dnTCF1Emut showed weak, barely significant binding to the promoter (Figure 2D) (15).

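The dnTCF1EWT 2 h peak at the SP5 promoter lay on chromosome 2 of hg19 from 171571309 to 171572054, with its center 176 bp upstream of the TSS. It had a score of 1213, rank 12 of the 5585 peaks, and held 3 WREs, 18 short Helper sites and 5 Helper sites. At 9 h the dnTCF1EWT peak, from 171571428 to 171571962, had a score of 506 (rank 28). The dnTCF1Emut 2 h peak, from 171571337 to 171571828, had a score of 153, rank 325 of 1883. No peak was listed at SP5 for dnTCF1Emut at 9 h or in untreated cells.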

Although the C-clamp has been shown to interact with select GC-rich Helper sites in mammals (15) and *Drosophila* (23), its role in the genome-wide binding of C-clamp isoforms of TCFs is unknown. We have previously shown that the human C-clamp interacts with a short Helper site (5′-RCCG-3′) with an unusual degree of flexibility in that the site can be recognized on the 5′ or 3′ side of a WRE with a tolerance for varied spacing between the elements (15). We also determined that the C-clamp recognizes a 7 nucleotide extended Helper site (5′-GCCGCCR-3′), a motif first identified in *Drosophila* as occurring adjacent to WREs for dTCF/pangolin recognition (23). We therefore searched for enrichment of a slightly shorter version of the extended Helper site (5′-RCCGCC-3′) in our ChIP-seq peaks because the C-clamp is highly conserved between humans and *Drosophila* and because the short 4 nucleotide Helper site occurs too frequently for meaningful searches. The ChIP-seq peaks occupied by dnTCF1EWT showed a greater total number of extended Helper sites compared to dnTCF1Emut, confirming that the C-clamp interacts with Helper sites on a genome-wide scale (Figure 3A). In contrast, dnTCF1EWT and dnTCF1Emut showed similar enrichment of the WRE in ChIP-seq peaks (Figure 3A). This suggests that the C-clamp does not interfere with the ability of the HMG DBD to bind to the WRE. 

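In the top 1000 peaks at 2 h, 411 Helper sites were counted for dnTCF1EWT and 63 for dnTCF1Emut, or 0.921 and 0.120 per kb when averaged over peaks. The averages at 9 h were 1.14 per kb for dnTCF1EWT and 0.0912 per kb for dnTCF1Emut. The number of peaks with 1 or more Helper sites was 193 (19.3%, 95% interval 17.0 to 21.9%) for dnTCF1EWT and 54 (5.4%, 4.16 to 6.98%) for dnTCF1Emut at 2 h (odds ratio 4.19, two-sided Fisher's exact test, p = 6.6e-22). The Helper site consists largely of G and C, and in both lists it was more frequent in peaks above 40% GC than in those below. When peaks were compared only with peaks of similar GC content, in strata of 5%, the pooled odds ratio was 1.37 (95% interval 0.952 to 1.97, Mantel-Haenszel chi-square test, p = 0.11). This comparison was chosen after seeing the data and moved the result most. Without peaks of GC content below 15%, which made up 19.8% of the top 1000 dnTCF1Emut peaks, the odds ratio was 3.44 (Fisher's exact p = 5.9e-18). Between 40 and 45% GC, 11.8% of 305 dnTCF1EWT peaks and 10.8% of 213 dnTCF1Emut peaks held a Helper site. Between 45 and 50% GC the shares were 19.0% of 226 and 10.0% of 60 peaks, and between 50 and 60% GC they were 34.0% of 188 and 26.1% of 23 peaks. Above 60% GC there were 51 dnTCF1EWT peaks, 76.5% of them with a Helper site, and 4 dnTCF1Emut peaks, none with one.

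**Figure D3:**
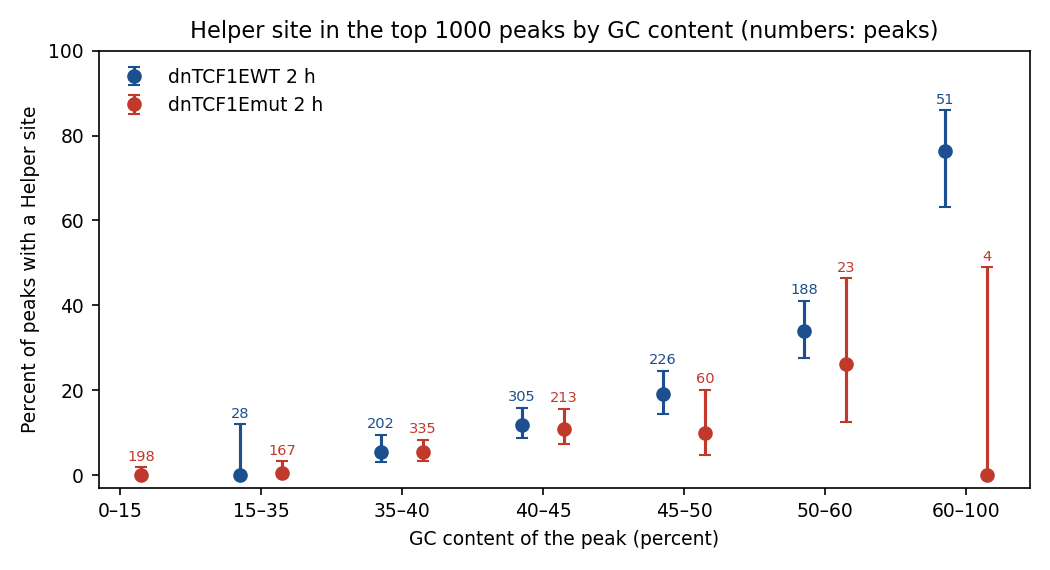
Percent of the top 1000 peaks at 2 h with a Helper site (vertical axis) against the GC content of the peak in percent (horizontal axis), for dnTCF1EWT and dnTCF1Emut, with 95% Wilson intervals and the number of peaks above each point. Below 35% GC the share is under 1% for both proteins. For dnTCF1EWT it rises in each class up to 76.5% above 60% GC, where dnTCF1Emut has 4 peaks, none with a Helper site. The intervals of the 2 proteins overlap in each class between 15 and 60% GC.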

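In the top 1000 peaks at 2 h, the WRE occurred on average 1.75 times per kb for dnTCF1EWT and 1.28 times per kb for dnTCF1Emut. It occurred 1.3 times per kb at 9 h for each protein. In the untreated cells the averages were 0.294 per kb for dnTCF1EWT and 0.129 per kb for dnTCF1Emut.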

To account for the issue that promoters and gene bodies tend to be more GC-rich than intergenic regions, we evaluated the occurrence of the Helper site in peaks within promoter regions (defined as -1 kb to +100 bp from the TSS) for both wild type and mutant as compared with the frequency of the Helper site in all human RNA polymerase II promoters. We used the incidence of (5′-RCCGCC-3′) per base pair to determine if the Helper site occurrence is significantly higher than expected. Despite a higher background GC content within promoters, the incidence of RCCGCC per nucleotide is still significantly greater within promoters bound by dnTCF1EWT (Figure 3B; Mann–Whitney–Wilcoxon test; *P* = 2.3E-12). 

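Peaks with the HOMER promoter-TSS annotation were used for the incidence of the Helper site in promoters. For dnTCF1EWT there were 127 such peaks at 2 h, with an average of 3.22 Helper sites per kb, and 220 at 9 h, with 3.00 per kb. In untreated dnTCF1EWT cells there were 16, with 2.46 per kb. Among the top 1000 peaks only, the averages were 4.22 per kb (37 peaks) at 2 h, 4.49 per kb (47 peaks) at 9 h and 3.11 per kb (6 peaks) in untreated cells, a restriction chosen after seeing the data. The median GC content of the promoter peaks was 54.3% at 2 h, 53.8% at 9 h and 57.2% in untreated cells. The incidence in all promoters of the genome was not analysed here.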

For comparison, the incidence of the Helper site in promoters occupied by dnTCF1Emut is not significantly greater than the genome background promoters (*P <* 0.05; Figure 3B). 

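For dnTCF1Emut there were 13 promoter peaks at 2 h, with an average of 0.816 Helper sites per kb, and 2 at 9 h, with 0.898 per kb. In untreated dnTCF1Emut cells there were 6, with 0.672 per kb. The 13 peaks at 2 h held 5 Helper sites in all and had a median GC content of 42.3%. Among the top 1000 peaks only, 7 promoter peaks remained at 2 h, with 1.52 Helper sites per kb.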

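In the top 500 peaks at 2 h, 24.0% of the dnTCF1EWT peaks (95% interval 20.5 to 27.9%) and 7.2% of the dnTCF1Emut peaks (5.25 to 9.81%) held a Helper site. At 9 h, 17.2% of the top 1000 dnTCF1EWT peaks and 4.24% of the 354 dnTCF1Emut peaks held one. A WRE was present in 506 of the top 1000 dnTCF1EWT peaks at 2 h (50.6%, 47.5 to 53.7%) and in 423 of the dnTCF1Emut peaks (42.3%, 39.3 to 45.4%), an odds ratio of 1.40 (two-sided Fisher's exact test, p = 0.00023). In the top 500 peaks the shares were 53.4 and 49.6% (odds ratio 1.16, Fisher's exact p = 0.25). Over all listed peaks, a WRE was present in 911 of 5585 dnTCF1EWT peaks and 677 of 1883 dnTCF1Emut peaks (odds ratio 0.347, Fisher's exact p = 3.7e-67), so the direction depended on how many peaks of each list were counted. In strata of similar GC content, chosen after seeing the data, the odds ratio over the top 1000 peaks was 0.944 (Mantel-Haenszel chi-square test, p = 0.64).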

We also observed a greater percentage of dnTCF1EWT ChIP-seq peaks that have at least one occurrence of the Helper site compared to dnTCF1Emut, whereas the percentage of peaks containing a WRE was similar between the two (Figure 3C). Thus, ChIP-seq analysis reveals a genome-wide association between the C-clamp and the Helper site.

**Figure 3.**
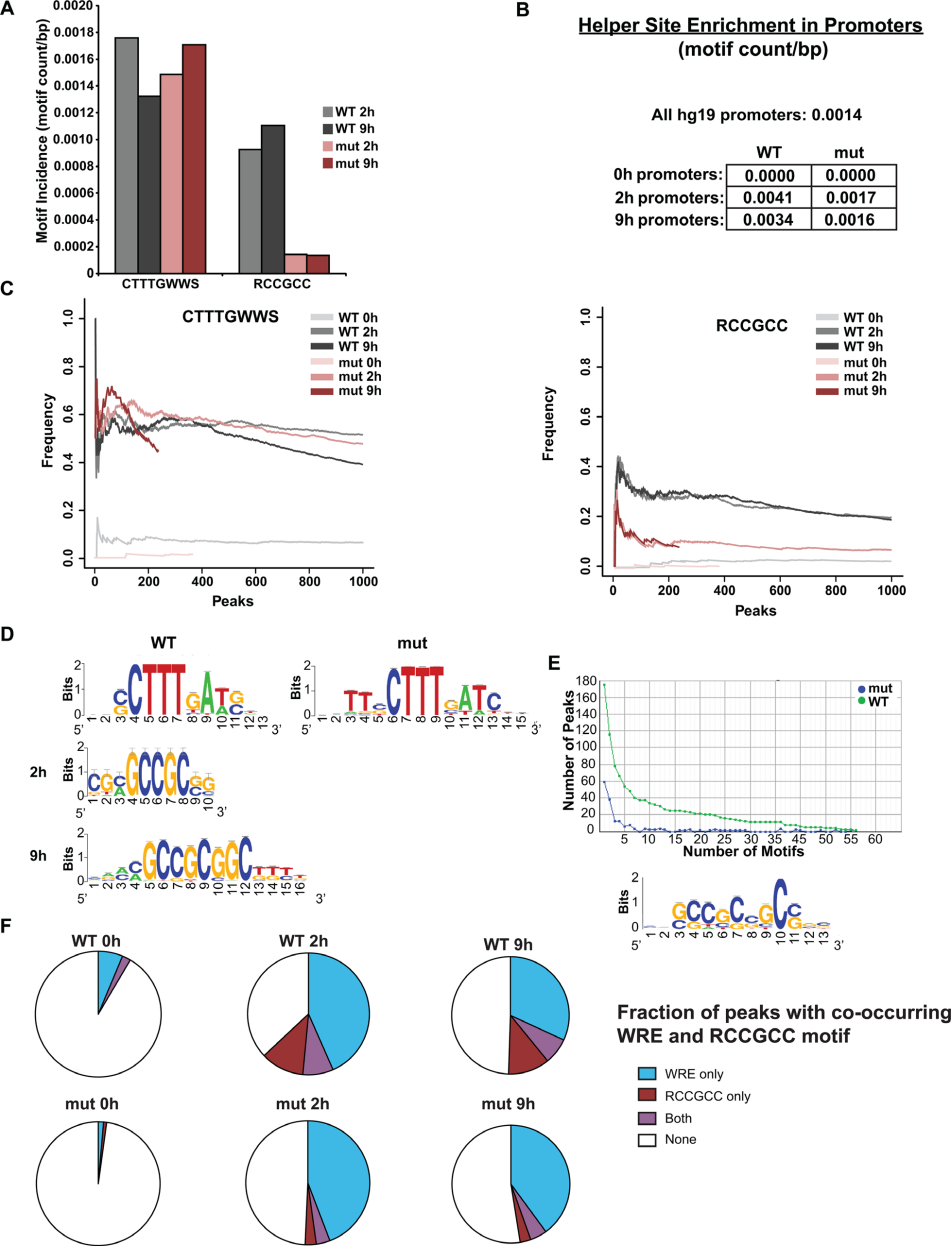
The C-clamp binds to Helper sites on a genome-wide scale. (A) The average motif incidence of the WRE (5′-CTTTGWWS-3′) and the Helper (5′-RCCGCC-3′) in the top 1000 ChIP-seq peaks was calculated by counting the incidence of the motif and dividing by the length of the peak. dnTCF1EWT and dnTCF1Emut had similar enrichment of the WRE. However, dnTCF1EWT had significant enrichment of the Helper site compared to dnTCF1Emut at 2 h (Wilcoxon–Mann–Whitney, *P* = 8.6E-23) and 9 h (*P* = 1.9E-10). (B) Helper site enrichment in promoters. The Helper site is found on average 1.4 times per 1000 bp in all human promoters (-1000 bp upstream to 100 bp downstream the TSS). Promoter regions bound by dnTCF1EWT had an enrichment of the Helper site over all human promoters (*P* = 2.3E-12), whereas dnTCF1Emut-bound promoter regions did not (*P* = 0.053). (C) Motif frequency of the WRE (left) and the Helper site (right) in dnTCF1EWT and dnTCF1Emut peaks. dnTCF1EWT and dnTCF1Emut peaks had a similar frequency of the WRE, but the Helper site was found in a greater frequency of dnTCF1EWT peaks. (D) RSAT *de novo* motif enrichment performed on dnTCF1EWT and dnTCF1Emut peaks. The WRE was the top motif found in both dnTCF1EWT and dnTCF1Emut peaks. The Helper site was the fifth most enriched motif at 2 h post-induction and the second most enriched motif at 9 h post-induction. (E) Top graph, the GC-rich motif is enriched in both frequency and copy number of dnTCF1EWT peaks compared to dnTCF1Emut peaks. A full display of *de novo* motif enrichment results is found in Supplementary Figures S4–S6. Bottom panel, the most enriched motif from RSAT differential *de novo* motif analysis which uses dnTCF1Emut ChIP-seq peaks as a background to find motifs that are comparably enriched in dnTCF1EWT peaks. (F) Fraction of the top 1000 ChIP-seq peaks with the indicated motifs.

For an unbiased analysis we used multiple *de novo* motif enrichment approaches including Regulatory Sequences Analysis Tools (RSAT) (37) and Hypergeometric Optimization of Motif Enrichment (HOMER) (38). These analyses demonstrated that the WRE was the most consistently enriched motif in both dnTCF1EWT and dnTCF1Emut peaks at 2 h, a result consistent with the HMG box being the dominant sequence specific DBD in dnTCF1E (Figure 3D). For the 9 h time point, the WRE continued to be highly enriched (Supplementary Figure S4), but HOMER also detected additional enriched motifs including MEF-2C, LRX, SREBP-1, -2, ATF-1 and CRX (Supplementary Figure S5A). Importantly, the Helper site was enriched in dnTCF1EWT peaks at 2 and 9 h post-induction (Figure 3D, Supplementary Figure S4). In contrast, there was no enrichment of Helper-like motifs in dnTCF1Emut peaks (Figure 3D, Supplementary Figures S4–S6) or in the 0 h controls (data not shown). To directly compare the differences between dnTCF1EWT and dnTCF1Emut we used differential *de novo* motif analysis, an approach that searches for motifs enriched in one ChIP-seq data set compared to a second data set. We determined that all motifs preferentially enriched in dnTCF1EWT versus dnTCF1Emut ChIP-seq peaks were GC-rich Helper-containing motifs (Figure 3E, Supplementary Figure S6). Interestingly, peaks with Helper sites very often did not have an identifiable WRE motif (5′-CTTTGWWS-3′; Figure 3F), suggesting that the C-clamp-Helper site interaction frequently occurs independent of canonical WRE recognition. 

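Of the 193 dnTCF1EWT peaks with a Helper site among the top 1000 at 2 h, 113 (58.5%, 95% interval 51.5 to 65.3%) held no WRE. For dnTCF1Emut at 2 h, 22 of 54 peaks with a Helper site (40.7%, 28.7 to 54.0%) held no WRE. A WRE without a Helper site was found in 42.6% of the top 1000 dnTCF1EWT peaks and both motifs in 8.0%, whereas 38.1% held neither. For dnTCF1Emut these shares were 39.1, 3.2 and 55.5%.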

Collectively, these different motif analyses suggest that the primary difference between dnTCF1EWT and dnTCF1Emut genome-wide binding site selection is that dnTCF1EWT utilized the C-clamp to bind regions with an enrichment of the Helper site.

### Co-occurrence of the WRE and Helper site

Previous work has established that the C-clamp binds to Helper-sites as an auxiliary domain reliant on a HMG box-WRE interaction (15,23). We therefore determined if the Helper site was enriched in dnTCF1EWT peaks that also contained a WRE (CTTTGWWS; Table 1). Both dnTCF1EWT and dnTCF1Emut contained an enrichment of peaks with 1 Helper site and 1 WRE over what was expected by chance alone (approximated using a binomial distribution, see Materials and Methods), indicating co-evolution of these two motifs. However, out of the top 1000 peaks, dnTCF1EWT had 27 peaks with 2 Helper sites and 1 WRE (*P* = 1.6E-11), while dnTCF1Emut had only 4 peaks with 2 Helper sites and 1 WRE (*P* = 0.021). dnTCF1EWT had 18 peaks with 3 or more Helper sites and 1 WRE, whereas dnTCF1Emut had 0 peaks with 3 or more Helper sites and 1 WRE. This suggests that the C-clamp can utilize multiple Helper sites to contribute to binding as has been previously suggested (20). It has also been previously suggested that despite the flexibility in orientation and spacing for the C-clamp-Helper interaction, there is a preferred orientation relative to the WRE and a selection for close proximity to the WRE (usually within 10 bp). However, an analysis of the distance between Helper sites and WREs in dnTCF1EWT ChIP-seq peaks revealed no clear pattern of orientation and distance constraints of the Helper site relative to the WRE (Supplementary Figure S7A). This again suggests that the C-clamp-Helper site interaction may occur independently of a concurrent HMG box-WRE interaction. 

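Among the top 1000 dnTCF1EWT peaks at 2 h, 506 held a WRE and 193 a Helper site. If the motifs fell into peaks independently of each other, 97.7 peaks would hold both, and 80 did (odds ratio 0.633, two-sided Fisher's exact test, p = 0.0050). Among the top 1000 dnTCF1Emut peaks, 423 held a WRE and 54 a Helper site, 22.8 peaks would hold both, and 32 did (odds ratio 2.06, Fisher's exact p = 0.011). The expected numbers here come from the share of these same peaks with each motif and not from the binomial distribution of the paper's Materials and Methods. Over all 5585 dnTCF1EWT peaks the direction was the opposite, with an odds ratio of 2.05 (Fisher's exact p = 7.1e-09) and 110 peaks with both motifs. In strata of similar GC content, chosen after seeing the data, the odds ratio for the top 1000 dnTCF1EWT peaks was 0.913 (95% interval 0.640 to 1.3, Mantel-Haenszel chi-square test, p = 0.68).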

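Among the top 1000 dnTCF1EWT peaks, 72 held 2 or more Helper sites, and 27 of these also held a WRE, against 36.4 if the motifs were independent (odds ratio 0.562, two-sided Fisher's exact test, p = 0.027). With 3 or more Helper sites there were 37 peaks, 11 of them with a WRE against 18.7 (odds ratio 0.400, exact p = 0.011). With 5 or more there were 21 peaks, 3 of them with a WRE against 10.6 (odds ratio 0.158, exact p = 0.00067). Over all listed dnTCF1EWT peaks the direction was the opposite for 2 or more (34 with a WRE against 19.6) and 3 or more (13 against 9.79). It was the same for 4 or more (6 against 6.52) and 5 or more (4 against 5.22). Strata of GC content were not run for several Helper sites, so an effect of GC content is not excluded. For dnTCF1Emut, 7 peaks held 2 or more Helper sites, and 4 of these held a WRE against 2.96 (odds ratio 1.83, exact p = 0.46). A single dnTCF1Emut peak held 3 or more Helper sites, and it held no WRE.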

The role of the Helper site may be to serve as a sink to bring dnTCF1EWT in closer proximity to the more transcriptionally potent WRE.

**Table 1.** Observed and expected number of the top 1000 peaks that contain multiple number of Helper sites and at least one WRE

	Number of peaks with 1+ WRE	Helper sites per peak (*N*)	Number of peaks with N+ Helper sites	Expected number of peaks with both^a^	Observed number of peaks with both	*P*-value
**WT**	506	1	193	33	80	2.6E-12
**WT**	506	2	185	4	27	1.6E-11
**WT**	506	3	37	0	11	3.3E-07
**WT**	506	4	27	0	4	0.021
**WT**	506	5	21	0	3	0.081
**mut**	423	1	54	1	32	6.6E-29
**mut**	423	2	7	0	4	0.020
**mut**	423	3	1	0	0	-
**mut**	423	4	1	0	0	-
**mut**	423	5	0	0	0	-

^a^See Materials and Methods.

### The C-clamp-Helper site contributes to ChIP-seq peak strength

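Of the 5585 dnTCF1EWT peaks at 2 h, 527 (9.44%) overlapped 1 of the 1883 dnTCF1Emut peaks by any number of bases, and 526 dnTCF1Emut peaks (27.9%) overlapped a dnTCF1EWT peak. At 9 h, 89 dnTCF1EWT peaks overlapped a dnTCF1Emut peak.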

We detected 510 genomic regions that were bound both by dnTCF1EWT and dnTCF1Emut at 2 h post-induction. However, even though these regions were occupied by wild-type and mutant protein, dnTCF1EWT generally bound more strongly than dnTCF1Emut (strength defined as enrichment or peak score from MACS; *P* = 2.6E-10; Figures 2B and 4A). This difference in strength is not due to different protein levels as induction and immunoprecipitation of dnTCF1Emut was equivalent to dnTCF1EWT (Figures 1C and 2A). 

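At the 527 shared regions the median peak score was 158 for dnTCF1EWT and 116 for dnTCF1Emut. The mean log2 ratio of the dnTCF1EWT score to the dnTCF1Emut score was 0.45 (SD 1.17 over regions), and 335 regions (63.6%) had the higher dnTCF1EWT score (two-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). At 167 regions the log2 ratio was 1 or more, and at 55 it was -1 or less. At 9 h the mean log2 ratio over 89 shared regions was 0.72 (SD 1.11), and 69 of them had the higher dnTCF1EWT score. The scores were compared as listed, so a difference in sequencing depth between the libraries would shift every ratio. As rank percentiles within each list, the scores at 2 h were higher for dnTCF1EWT by 19.2 percentile points (permutation p = 1e-05), and these depend on the lengths of the lists.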

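At the 167 shared regions with a log2 score ratio of 1 or more, the dnTCF1EWT peak held on average 3.86 short Helper sites per kb, against 1.52 per kb at the 55 regions with a log2 ratio of -1 or less. This split of the regions was chosen after seeing the data. The WRE occurred 2.24 and 2.20 times per kb in these sets, and 31 and 3 of the regions held a Helper site. The mean log2 ratio was higher by 0.75 at the 320 regions with a short Helper site in the dnTCF1EWT peak than at the 207 without. The difference was 0.51 among regions of similar GC content (two-sided permutation test within strata, p = 1e-05, the smallest that 100000 resamples can give). Counted in the dnTCF1Emut peak instead, the difference within strata was 0.23 (permutation p = 0.029).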

Motif analysis of the set of peaks bound more strongly by dnTCF1EWT revealed that the short Helper site 5′-RCCG-3′ was significantly enriched (Figure 4B). This enrichment suggests that the C-clamp-Helper site interaction contributes to dnTCF1EWT peak strength, even in regions that are bound by dnTCF1Emut and therefore presumably have strong HMG-WRE interactions. The difference in peak strengths between wild-type and mutant dnTCF1E was even more pronounced when multiple copies of the short Helper site are present (Figure 4C), suggesting that Helper site copy number makes a contribution to peak strength. 

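By the number of short Helper sites in the dnTCF1EWT peak, the mean log2 ratio of the dnTCF1EWT to the dnTCF1Emut score was 0.00 (SD 1.00) at 207 regions with none and 0.47 (SD 1.14) at 178 regions with 1. It was 0.89 (SD 1.11) at 106 regions with 2 to 3 sites and 1.73 (SD 0.96) at 36 regions with 4 or more. The mean difference in score rose from 1.75 to 86.2, 155 and 509.6 over these 4 sets, and the share of regions with the higher dnTCF1EWT score from 48.3 to 65.2, 79.2 and 97.2%. The median length of the dnTCF1EWT peak also rose, from 365 to 427, 493 and 578 bp, and log2 score and log2 length were correlated across these regions, which are not independent replicates (r = 0.777). In a linear model (n = 527 regions) the log2 ratio rose by 0.09 per site (p = 6.9e-12), by 0.06 with GC content included (p = 6.9e-06), and by 0.00 (standard error 0.0121, p = 0.69) with GC content and peak length included.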

The short Helper site was found near the center of wild-type but not mutant peaks (Figure 4D), consistent with the C-clamp being able to make contacts with this short motif. 

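At the 833 dnTCF1EWT 2 h peaks that overlapped a 9 h peak, the median score was 113 at 2 h and 79.2 at 9 h. The mean log2 ratio of the 2 h score to the 9 h score was 0.53 (SD 1.1), and 551 regions (66.1%) had the higher score at 2 h (two-sided sign-flip permutation test, p = 1e-05, the smallest that 100000 resamples can give). When each score was replaced by its rank percentile within its own list, the mean difference had the opposite sign, -2.67 percentile points (permutation p = 0.010). A rank percentile depends on how many weak peaks a list holds, 5585 peaks at 2 h and 12996 at 9 h. For dnTCF1Emut, whose list was shorter at 9 h, the same difference was 19.4 percentile points.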

As previously discussed, dnTCF1EWT is generally bound to genomic regions more strongly at 2 h than it is at 9 h post-induction (Figures 2B and 4A). Interestingly, the peaks that went against this trend, that is, regions that continued to be strongly occupied by dnTCF1EWT at 9 h were peaks that had significant enrichment of the extended Helper site (Figure 4F). dnTCF1Emut also showed stronger binding at 2 h versus 9 h, but unlike wild-type protein, very few peaks remained strongly occupied at 9 h and these regions were not enriched for Helper sites (Supplementary Figure S7B). These results are consistent with the C-clamp being a DBD of moderate strength (kd = 18 nM) (20), whereas the HMG box is a stronger DBD (kd = 1 nM). 

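The log2 ratio of the 2 h score to the 9 h score was -1 or less at 42 of the 833 regions shared by dnTCF1EWT at 2 and 9 h. The 2 h peaks of these regions held on average 2.7 Helper sites per kb, and 14 (33.3%) held 1 or more. At the 260 regions with a log2 ratio of 1 or more, the average was 0.978 per kb, and 66 (25.4%) held a Helper site. Of all 282 regions with the higher score at 9 h, 16.7% held a Helper site, with 1.23 per kb on average, against 20.0% and 0.966 per kb for the 551 with the higher score at 2 h. The average of 2.7 per kb became 1.6 with an overlap of at least 50% of both peaks. It became 4.05 with scores above 67 in both lists, and 2.75 without peaks that overlap a 0 h peak. The WRE occurred 2.68 times per kb at the 42 regions and 1.67 times per kb at the 260 regions. It occurred 1.17 times per kb at the 282 regions and 1.47 times per kb at the 551 regions. No test was run between any of these sets. For dnTCF1Emut, 2 of the 234 shared regions had a log2 ratio of -1 or less, and neither held a Helper site, whereas 10 of the 125 regions with a log2 ratio of 1 or more did.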

At 2 h post-induction, low levels of dnTCF1EWT favor use of the HMG-WRE interaction, although the C-clamp Helper site interaction still makes an important contribution to binding (Figures 2B, 3 and 4). However, at 9 h, greater amounts of dnTCF1EWT in the nucleus allow the C-clamp-Helper site interaction to contribute more to peak strength. Taken together these analyses clearly show that the Helper site contribution to ChIP-seq peak strength is C-clamp specific.

**Figure 4.**
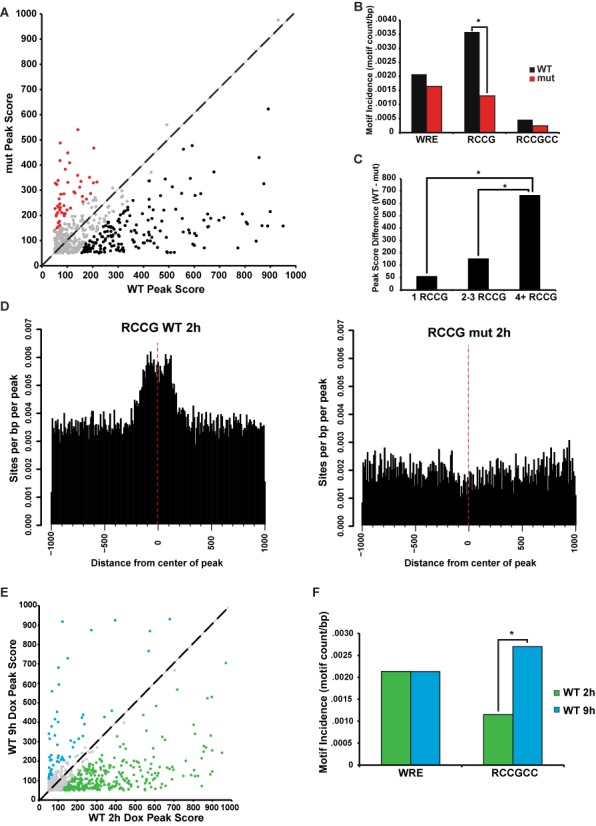
The C-clamp-Helper site interaction contributes to overall DNA binding strength. (A) Scatter plot displaying the peak scores associated with genomic regions bound by both dnTCF1EWT and dnTCF1Emut at 2 h post-induction (any overlap). dnTCF1EWT peak scores were significantly higher than dnTCF1Emut peak scores (Wilcoxon–Mann–Whitney test, *P* = 3.5E-10). Regions bound more strongly by dnTCF1EWT (black), dnTCF1Emut (red) and similarly enriched (gray) are indicated. (B) The short Helper site (5′-RCCG-3′) is significantly enriched in peaks bound more strongly by dnTCF1EWT (Wilcoxon–Mann–Whitney test, *P* = 1.3E-5), whereas the WRE is not significantly enriched in regions bound more strongly by dnTCF1EWT and dnTCF1Emut (*P* = .10). There were very few Helper sites (5′-RCCGCC’-3) bound by dnTCF1Emut and therefore a significant difference between peaks more strongly bound by wild-type and mutant was not seen (*P* = 0.97). (C) Increased copy number of the short Helper site is associated with greater differences in peak scores between dnTCF1EWT and dnTCF1Emut (1 RCCG compared to 4+ RCCG: *P* = 1.0E-7, 2–3 RCCG compared to 4+RCCG: *P* = 8.0E-6). (D) Histogram showing that the short Helper site is enriched near the center of dnTCF1EWT but not dnTCF1Emut peaks. (E) Scatter plot displaying peak scores associated with genomic regions bound by dnTCF1EWT at both 2 and 9 h of induction. Peak scores were significantly higher for dnTCF1EWT at 2 h post-induction (Wilcoxon–Mann–Whitney, *P* = 1.7E-15). (F) Regions bound more strongly by dnTCF1EWT at 9 h have an enrichment of the Helper site (*P* = 0.0008), but not the WRE (Wilcoxon–Mann–Whitney test, *P* = 0.97).

### 4′Thiouridine-seq identifies responsive target genes of dnTCF1EWT

To assess the consequences of dnTCF1EWT binding on changes in gene expression, and to identify the most likely direct, regulated target genes of TCF1E, we used a metabolic labeling and high-throughput RNA sequencing technique called 4′Thiouridine-seq. 4′Thiouridine is a nucleic acid precursor that can be incorporated into nascent transcribed RNA without impairing transcription or translation (30,39). To perform 4′Thiouridine-seq, dnTCF1EWT protein was induced for 2 or 9 h and cells were pulsed with 4′Thiouridine for 30 min, allowing incorporation of the nucleotide analogue into actively transcribed nascent RNA species (Figure 5A). The 30-min labeling time was started at the same time that ChIP-seq samples were formaldehyde cross-linked so that the effects of binding on changes in gene expression could be directly correlated. Like with ChIP-seq, 4′Thiouridine-seq was performed in duplicate, and a control was included (no doxycycline). Labeled RNA was selectively purified from cell lysates, allowing for a snapshot of transcription to be taken at the 2-h time point. A distinct advantage of 4′Thiouridine-seq is the ability to detect rapid changes in transcription even if the mRNA species are stable or overwhelmingly abundant. For example, in the case of the well established Wnt target gene AXIN2, total AXIN2 mRNA levels show a modest decrease in expression after 2 h of dnTCF1E induction (Figure 5B). This is due to a lag time between changes in transcription rate and changes in total transcript levels, with RNA stability contributing to the lag time before the full magnitude of transcriptional suppression is detected. However, since the 4′Thiouridine pulldown detects nascent RNA species, it serves as a direct measure of RNA polymerase II activity during the pulse period, and in the case of AXIN2, reports a more responsive and pronounced decrease in AXIN2 expression (Figure 5B). This confirms the suitability of the 4′Thiouridine labeling and isolation scheme for RNA-seq and in particular for the matched 2 h ChIP-seq condition because stronger decreases in gene expression are more easily detected by RNA-seq. A caveat of the 4′Thiouridine-based pulldown method is that actively transcribed genes (high density of RNA polymerase and nascent RNA) will show greater overall enrichment than genes that show low transcription rates (low number of transcribing polymerases). For example, the Wnt target genes AXIN2 and SP5 are presumed to be highly transcribed in DLD-1 cells due to Wnt-activating mutations in the APC gene. Consistent with this, 4′Thiouridine labeling and pulldown caused a greater enrichment of these transcripts relative to the housekeeping gene UBA, which is not a Wnt target gene (Figure 5C). Induction of dnTCF1EWT caused a decrease in the transcription of these known Wnt target genes (AXIN2, SP5 and TNFRSF19) as assessed by 4′Thiouridine-reverse transcriptase-PCR (RT-PCR) (Supplementary Figure S8A), and transcription rates continued to decrease after 9 h of induction. Induction of dnTCF1Emut caused a similar initial decrease in transcription of AXIN2, but this was quickly followed by a recovery at 9 h post-induction (Supplementary Figure S8A). By contrast, induction of dnTCF1Emut did not significantly decrease SP5 transcription, as predicted from the weaker ChIP-seq occupancy of the SP5 promoter and our previous finding that SP5 is a C-clamp-dependent Wnt target gene (30) (Supplementary Figure S8B). Interestingly, there was still compensation in transcription rate, even an overcompensation, and as for AXIN2, this recovery was evident at the 9 h time point. These data demonstrate that the strong versus weak binding patterns of dnTCF1EWT and dnTCF1Emut connect to strong and weak effects on transcription.

**Figure 5.**
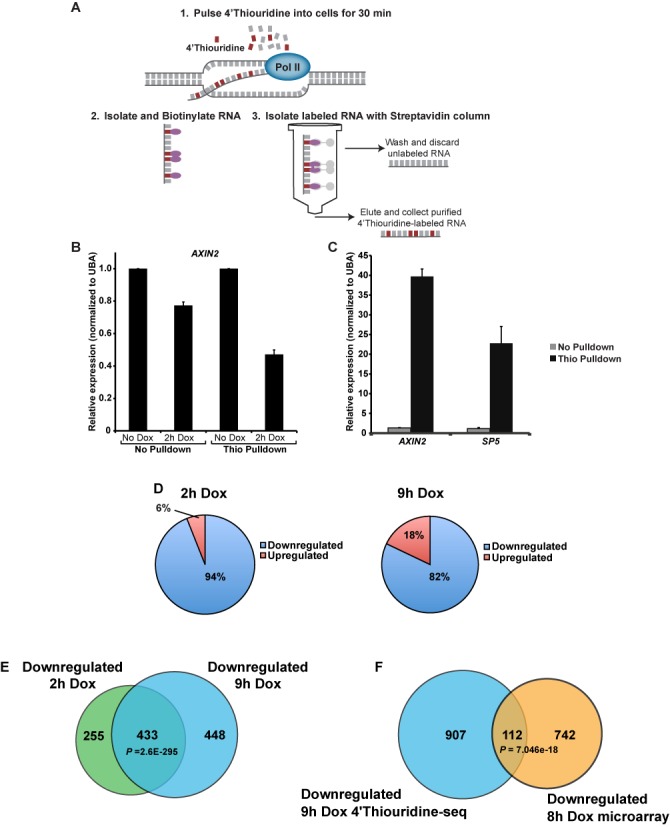
4′Thiouridine-seq identifies genes repressed by dnTCF1EWT. (A) 4′Thiouridine-seq involves addition of 4′Thiouridine into cells for 30 min to label nascent RNA transcripts. 4′Thiouridine-labeled RNA is isolated and sequenced, allowing for snapshots of transcription at any given time point of dnTCF1EWT induction. (B) Comparison of AXIN2 levels as assessed by normal RT-PCR (before pulldown) versus 4′Thiouridine-RT-PCR (same sample after pulldown), *n* = 3. Pulldown of 4′Thiouridine-incorporated transcripts causes a more dramatic decrease in AXIN2 in response to dnTCF1E WT induction to be detected (*n* = 3). (C) Wnt target genes are greatly enriched after 4′Thiouridine pulldown when compared to the housekeeping gene UBA as assessed by RT-PCR. (D) The majority of genes that changed expression after 2 h of dnTCF1EWT induction (*P* < 0.02) and 9 h of dnTCF1EWT induction (*P* < 0.012) were downregulated. (E) The overlap of genes downregulated at 2 h post-induction and 9 h post-induction was highly significant (*P*-value denotes the result of a hypergeometric test). (F) The overlap of genes downregulated at 9 h post-induction in the 4′Thiouridine-seq and at 8 h post-induction in a previous microarray experiment in a different clonal DLD-1 cell line was highly significant (*P*-value denotes the result of a hypergeometric test).

### Dynamic patterns of occupancy at Wnt target genes

Purified 4′Thiouridine-labeled RNA was submitted for RNA-seq for a global analysis of effects on transcription. The great majority (94%) of the 733 genes that changed expression after 2 h of induction of dnTCF1EWT showed a decrease in transcription rate (Figure 5D), confirming that dnTCF1E is a transcriptional repressor. There was also a high degree of concordance between the two time points, as 433 genes that were downregulated at 2 h continued to be repressed at 9 h (Figure 5E), including many previously validated Wnt target genes (Table 2). Additionally, a significant overlap was observed between the 9 h downregulated genes and a previous microarray experiment at 8 h post-induction (Figure 5F) (15). 

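For the 17 genes of Table 2, the dnTCF1EWT 2 h list held 31 annotated peaks, 12 of them (38.7%) more than 100 kb from the TSS. At 9 h there were 48 peaks, 20 of them (41.7%) beyond 100 kb. HOMER assigns each peak to the nearest TSS, whatever its distance.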

Many of the ChIP-seq peaks associated with known Wnt targets were located more than 100 kb from the TSS, illustrating the difficulty in making conclusions about distal peaks and their involvement in the regulation of Wnt target gene expression. 

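In the dnTCF1EWT 2 h list, 14 of the 17 genes of Table 2 had 1 or more annotated peaks, and ASCL2, PPIF and TCF4 had none. At 9 h, 14 had a peak, and ASCL2, DKK1 and PPIF had none. The CDX2 peak at 2 h with the highest score, on chromosome 13 from 28539957 to 28540612, had a score of 1835. The SP5 peak at 2 h had a score of 1213, and the LGR5 peak, on chromosome 12 from 71834477 to 71835012 in intron 1, a score of 809. The MYC peak at 2 h, on chromosome 8 from 128755104 to 128755571, was intergenic, 7022 bp from the TSS, with a score of 302. The dnTCF1EWT 2 h list held 3 peaks annotated to TCF7L2, the gene that encodes the protein TCF4. Among the expression rows of Supplementary File S2 that were available here, the gene TCF4 has rows at both times and TCF7L2 has none. These rows run from the lowest p and are cut, so the full table may still hold TCF7L2.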

Nearly all of the known Wnt target genes that were downregulated contained at least one annotated peak from the 2 and 9 h ChIP-seq analysis (Table 2). 

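At 9 h, a peak overlapped a 2 h peak of the same gene for AXIN2 (3 of 8 peaks), CDX2 (2 of 2), FZD7 (1 of 2), LGR5 (2 of 4) and SP5 (1 of 1). For the other genes of Table 2 with peaks at both times, no 9 h peak overlapped a 2 h peak. Failure to overlap means only that a peak did not pass the score threshold at the other time.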

Interestingly, a close look at Table 2 reveals that in some cases different binding sites were utilized at 2 and 9 h post-induction. 

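The 3 dnTCF1EWT 2 h peaks annotated to AXIN2 lay on chromosome 17 of hg19. The first, in intron 1 from 63557090 to 63557425, had a score of 206 and held 1 WRE and 3 Helper sites. The second, in intron 2 from 63553192 to 63553821, had a score of 327 and held 1 WRE and no Helper site. The third, intergenic from 63429891 to 63430694 and 127448 bp downstream of the TSS, had a score of 449.6 and held 5 WREs and no Helper site. At 9 h, 8 peaks were annotated to AXIN2, with scores from 51.1 to 264. In untreated cells 1 peak was annotated to AXIN2, 199305 bp from the TSS, with a score of 61.3, and it overlapped none of the others. No AXIN2 peak was listed for dnTCF1Emut.

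**Figure D4:**
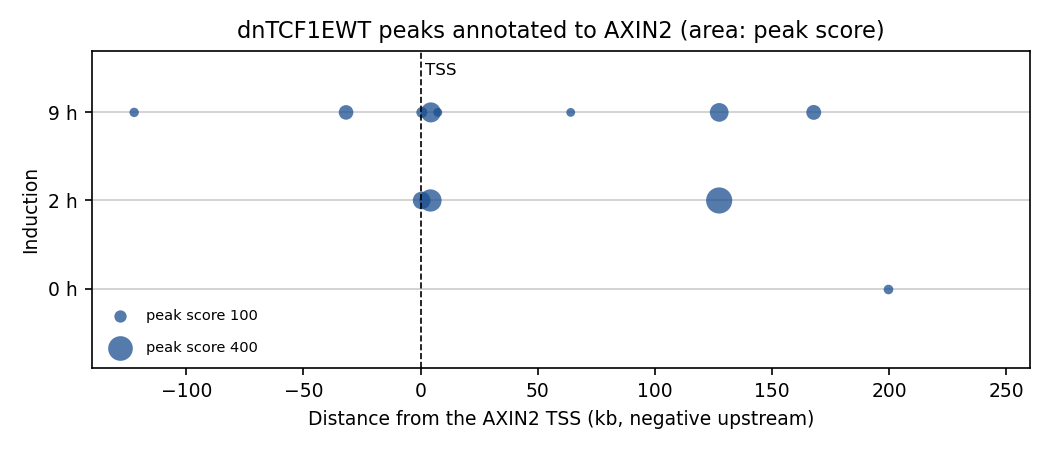
Peaks annotated to AXIN2 in the dnTCF1EWT lists at 0, 2 and 9 h (vertical axis) by the distance of their center from the TSS in kb (horizontal axis), with the area of each point proportional to the peak score. The 3 peaks at 2 h recur among the 8 peaks at 9 h, and the single peak at 0 h lies apart from them.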

For example, for AXIN2, 3 binding sites were utilized at 2 h post-induction, whereas 9 binding sites were utilized at 9 h post-induction. These 9 binding sites included the 3 that were bound at 2 h post-induction. 

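Of the 8 AXIN2 peaks at 9 h, 3 overlapped the 2 h peaks. Their scores at 9 h were 264 in intron 2, 231 at the intergenic site that starts at 63429879, and 79.1 in intron 1. The other 5 peaks started at 63389763, 63589385, 63679878, 63550302 and 63493568 and had scores of 146, 140.4, 57.8, 52.2 and 51.1.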

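The SGK1 peak at 2 h lay on chromosome 6 of hg19 from 134483735 to 134483856, with a score of 54.8, rank 3791 of 5585. Of the 3 peaks at 9 h, that from 134622689 to 134622923 had a score of 68.4 (rank 2476 of 12996), that from 134621402 to 134621581 a score of 52.6 (rank 9632) and that from 134530397 to 134530558 a score of 50.5 (rank 12257). The first 2 lie downstream of the nearest TSS and the last upstream. The peak from 134621402 overlapped a peak of the untreated dnTCF1EWT cells with a score of 58.6. None of the 4 SGK1 peaks at 2 and 9 h held a WRE or a Helper site.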

In the case of SGK1 one binding site was located 12 239 bp from the TSS at 2 h, but at 9 h, three different sites were occupied at 16 390, 17 705 and 31 467 bp from the TSS suggesting frequent and active use of distal enhancers. This suggests that Wnt target genes contain redundant TCF binding sites and that different binding sites may be utilized depending on the chromatin conformation or the concentration of TCF.

**Table 2.** Known Wnt target genes that were downregulated and annotated ChIP-seq peaks

Wnt target gene	Fold change: 2 h, 9 h	2 h peak distance from TSS (bp)	9 h peak distance from TSS (bp)
*ASCL2*	-2.4, -3.0	-	-
*AXIN2*	-1.7, -2.8	483, 4234, 127 488	-122 214, -31 782, -4127, 550, 4401, 7366, 64 102, 127 472, 167 808
*BMP4*	-1.6, -2.6	-215 569, -152 132, -145 446	-42 955
*CDX2*	-1.9, -2.6	2396, 3221	2362, 3257
*DKK1*	-5.5, -6.7	39 631, 138 559	-
*FZD7*	-2.4, -2.6	-40 047, 34 670, 35 777	34 525, 93 752
*JAG1*	-1.4, -1.9	-32154	-45 733, -34 836
*LGR5*	N/A, -1.8	931	990, 29 670, 54 199
*MYC*	-2.4, -3.1	7022	-104 616
*PITX2*	-1.5, -1.7	-284 838, -219 399, -183 246	-422 541, -419 957, -200 616
*PPIF*	-1.4, -1.7	-	-
*SGK1*	-2.2, -2.5	12 239	16 390, 17 705, 31 467
*SOX4*	-2.4, -3.1	-208 433, -31 951, 11 965	-527 001, -174 480, -90 544, -37 651, 1316
*SOX9*	-1.6, -1.9	-160 304	746 421, -602 259, -336 893, -258 580, -199 838, -11 372
*SP5*	-2.2, -2.9	-176	-162
*TBX3*	-1.8, -1.8	-693 657, -503 686, -97 493, -84 395, 27 773, 97 991	-315 734, -283 946, -138 493, -137 130
*TCF4*	-1.3, -2.2	31 461, 134 605, 159 291	3716, 24 346, 31 485

Column titles

We assessed the overall degree in which transcription was repressed for genes downregulated at both time points. There was a significant decrease in relative transcription at 9 h versus 2 h post-induction (Supplementary Figure S9A). This same pattern was seen with Wnt target genes (Supplementary Figure S9B) and is consistent with the 4′Thio-RT-PCR results (Supplementary Figure S8). Interestingly, this trend is directly opposite from the changes in dnTCF1E peak strength (peaks were strongest at 2 h post-induction and declining by 9 h). To investigate this seemingly contradictory result, we counted the number of peaks within 50 kb of the TSS of downregulated genes for the two ChIP-seq time points (Supplementary Figure S9C). We hypothesized that decreased transcription at the 9 h time point was due to a greater number of occupied sites surrounding the gene. This was confirmed for one-third of the downregulated genes where ChIP-seq peaks were easily linked to nearby target genes. This analysis does not take into account the actions of even longer range enhancers that might be involved in the downregulation of additional genes. It is therefore possible that the stable repression of transcription derives from increased involvement of multiple regulatory sites. 

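Among the 415 genes with a decrease at both times in the paper's Supplementary File S2 (p below 0.02 at 2 h and below 0.012 at 9 h), 128 had a dnTCF1EWT peak within 50 kb of the TSS at 2 or 9 h. The number of peaks was greater at 9 h for 66 of them and smaller for 36, and equal for 26. Of the genes with unequal numbers, 64.7% had more peaks at 9 h (two-sided exact sign test, p = 0.0039). The 66 genes were 15.9% of the 415 and 51.6% of the 128. When the 12996 peaks at 9 h were limited to the 5585 with the highest scores, as many as at 2 h, 31 genes had more peaks at 9 h and 45 had fewer (40.8% with more, exact p = 0.14), so the direction depended on the length of the 9 h list.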

Additionally, there may be a lag between the initial protein binding event at 2 h post-induction and the greater changes in gene expression seen at 9 h post-induction.

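Of the 415 genes with a decrease in nascent RNA at 2 and 9 h in the paper's Supplementary File S2, 60 had a dnTCF1EWT 2 h peak with a score above 67 annotated to them. Of these 60, 32 had such a peak within 30 kb of the TSS and 21 within 5 kb. Downregulated genes made up 3.85% of the 1558 genes with such a peak (95% interval 3.00 to 4.93%), 4.40% of the 728 genes with one within 30 kb and 9.63% of the 218 genes with one within 5 kb. For the 732 genes changed at 2 h in either direction, the set that the legend of Figure 6A names, the numbers were 84 anywhere, 40 within 30 kb and 23 within 5 kb. With all 688 genes decreased at 2 h, 81 had a peak anywhere, and with all listed peaks, whatever the score, 98 of the 415 genes did. The choice of genes moved the count most, to 113 for genes changed in either direction at 9 h, a set chosen after seeing the data. At 9 h, 43 of the 415 genes had a peak with a score above 67, 26 of them within 30 kb and 15 within 5 kb.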

The degree to which dnTCF1EWT binding sites were linked to downregulated genes was assessed by comparing the ChIP-seq and 4′Thiouridine-seq datasets (Figure 6A). dnTCF1EWT ChIP-seq peaks were linked to 85 downregulated gene loci at 2 h post-induction (Figure 6A). In contrast, the background ChIP-seq peaks from untreated cells were associated with only seven downregulated genes. This demonstrates that dnTCF1EWT is likely involved in the direct downregulation of the majority of the 85 downregulated genes associated with a ChIP-seq peak at 2 h post-induction. 

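In the list from untreated dnTCF1EWT cells, 4 of the 415 genes had a peak with a score above 67, 2 of them within 30 kb and 1 within 5 kb. This list held 257 such peaks against 1802 at 2 h, so fewer genes of any kind had a peak, 244 against 1558. Relative to all genes with a peak, downregulated genes made up 1.64% at 0 h and 3.85% at 2 h (odds ratio 2.40, two-sided Fisher's exact test, p = 0.094). With all listed peaks the shares were 1.3 and 2.28% (odds ratio 1.77, Fisher's exact p = 0.014). Genes with a peak at both times were counted in both sets, which Fisher's test takes as independent, so these p-values are approximate.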

Half of the peaks occupied by dnTCF-1EWT are more than 30 kb away from the TSS, suggesting that there may be widespread use of long-range chromatin loops by TCF/ß-catenin complexes (Figure 6A). 

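Of the 5585 dnTCF1EWT peaks at 2 h, 3110 (55.7%, 95% interval 54.4 to 57.0%) lay more than 30 kb from the nearest TSS. Among the 1802 peaks with a score above 67 the share was 57.1% (54.8 to 59.4%), and among the 153 peaks annotated to genes downregulated at 2 and 9 h it was 56.2% (48.3 to 63.8%).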

Forty-two of the downregulated genes contained a ChIP-seq peak within 30 kb of their TSS (Table 3), and most of these are not currently known as Wnt target genes. 

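Each of the 40 genes listed in Table 3 had a dnTCF1EWT 2 h peak within 30 kb of the TSS, 49 peaks in all with a median score of 113. Of these 49 peaks, 20 held a WRE, 13 held a Helper site, 8 of those without a WRE, and 21 held neither motif. In the paper's Supplementary File S2, 31 of the 40 genes were decreased at both times at its thresholds, and 39 changed at 2 h and had a peak with a score above 67 within 30 kb.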

We also assessed the peak distribution of peak scores of the peaks associated with the 42 downregulated genes, and performed gene set enrichment analysis (GSEA) and found a significant enrichment of strong peak scores for the peaks within 30 kb of these genes as compared to the max peak score for all genes with at least one peak within 30 kb of the TSS (Figure 6B). These represent new possible direct Wnt target genes, an illustration of the distinct advantage of combining ChIP-seq with 4′Thio-seq.

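For the 57 genes downregulated at 2 and 9 h with a dnTCF1EWT 2 h peak within 30 kb, the median of the highest peak score per gene was 72.5, against 58.7 for all 2249 genes with such a peak. None of 10000 random sets of 57 genes had a higher median (percentile 100). Among sets matched on the number of peaks per gene, the percentile was 99.98. With peaks within 5 kb the medians were 110.3 and 58.6 (percentile 100), and with scores above 67 they were 139 and 103 (percentile 95.7), the alternative that moved it most.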

**Figure 6.**
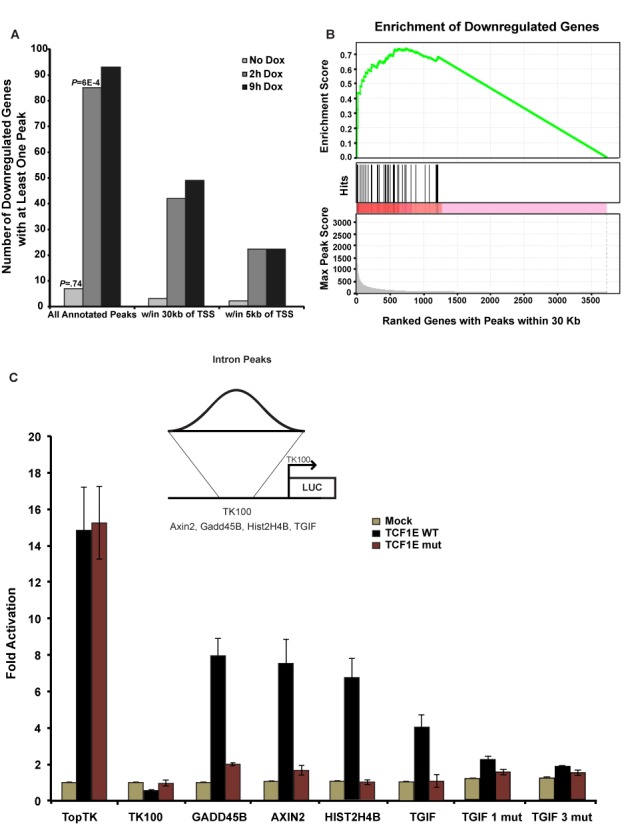
Identification of new Wnt target genes. (A) Downregulated genes with an annotated ChIP-seq peak. Note that 733 genes that had an expression change after 2 h of dnTCF1EWT induction (*P* < 0.02) were assessed for the presence of an annotated peak from the pooled analysis (peak score >67). A significant number of genes contain at least one annotated peak from the 2 h ChIP-seq time point, but not the 0 h (untreated) ChIP-seq sample. There are also many more genes that have a peak associated with the 9 h ChIP-seq than the 0 h ChIP-seq. (B) GSEA was performed on the 42 genes with at least one peak within 30 kb of the TSS as compared to the set of all genes with at least one peak within 30 kb of the TSS at 2 h post-induction and a significant enrichment (*P* < 0.05) of high scoring peaks was found. (C) Wild-type bound regions from part (A) were cloned into the Thymidine Kinase 100 (TK100) luciferase reporter. Luciferase assays were carried out in COS-1 cells with transient transfection of expression plasmids for β-catenin and full-length TCF1EWT, or TCF1Emut. Mock refers to co-transfection of an empty expression plasmid to control for β-catenin expression. Three biological replicates were included for each luciferase construct tested and luciferase/light unit values were normalized to β-galactosidase levels before comparing to normalized Mock values as described in (42). The TopTK reporter, which contains three multimerized WREs without Helper sites, was activated equally by TCF1EWT/β-catenin and TCF1Emut/β-catenin. The TK100 backbone was not activated by TCF1EWT/β-catenin or TCF1Emut/β-catenin. Helper site-containing ChIP-seq regions with one WRE (GADD45B, AXIN2) conferred activation of the reporter by TCF1EWT but not TCF1Emut. Helper site-containing regions that do not have an identifiable match to a degenerate, shorter WRE (5′-CTTTGW-3′; TGIF, HIST2H4B) also enabled activation by TCF1EWT but not TCF1Emut. Mutation of the three Helper site sequences in the TGIF region (TGIF1mut; TGIF3mut) eliminated regulation (sequences for TOPtk, GADD45B, AXIN2, HIST2H4B and TGIF and its corresponding Helper site mutations are presented in Supplementary Figure S10).

**Table 3.**
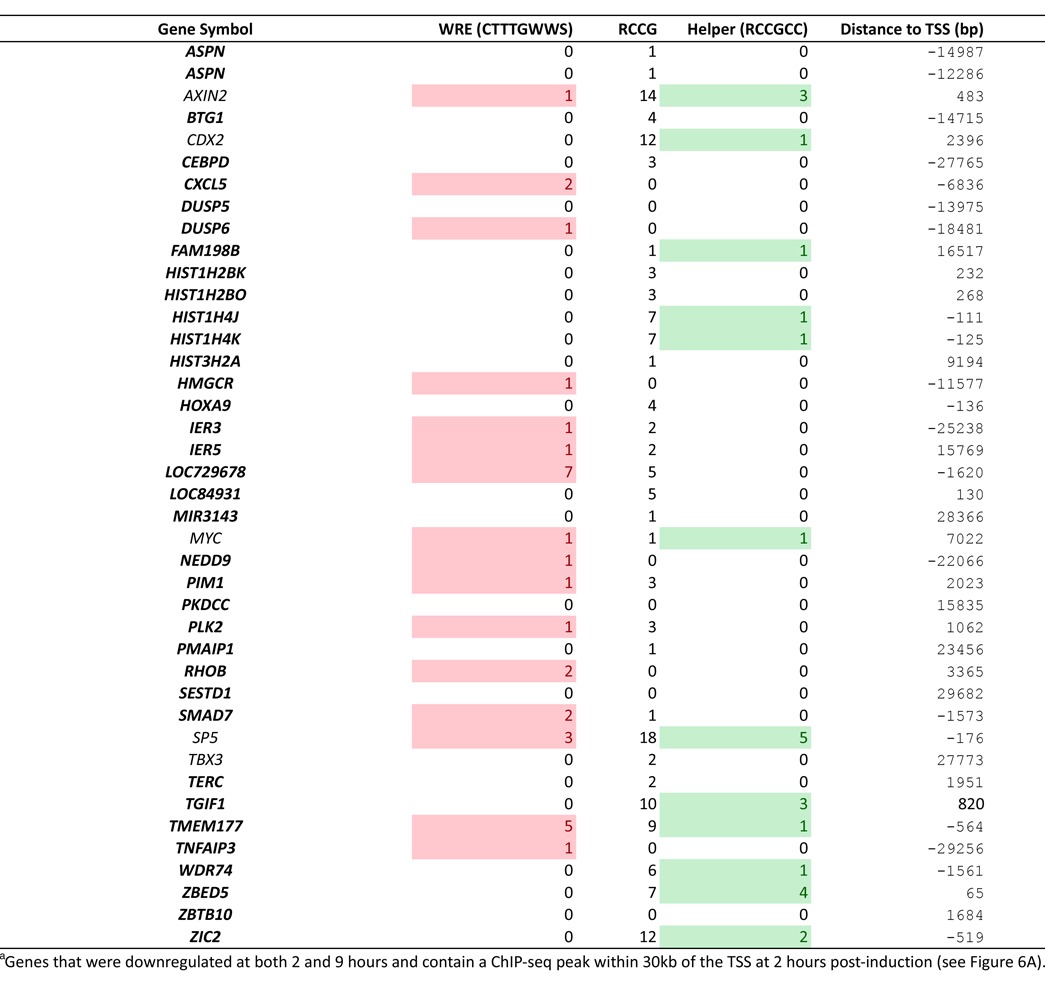
Proposed^a^ (bold) and known Wnt target genes

To test whether the ChIP-seq peaks from these potential new target genes are functional and capable of conferring β-catenin transcription regulation, we used an established transient transfection assay in COS-1 cells where transiently expressed TCF1E/β-catenin complexes specifically drive luciferase reporter gene expression when *bona fide* WREs are present in the reporter plasmid (Figure 6C; (15)). For our validation test, we subcloned nine dnTCF1EWT peaks into luciferase reporter plasmids: three regions are located within introns (GADD45B, AXIN2, TGIF), one is in an exon (HIST2H2AC), one is located at a transcription termination site (HIST2H4B), one is in an intergenic region (BAMBI) and three are within basal promoters that encompass the TSS (HIST1H4K, TMEM177, ZBED5). 

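At 2 h the GADD45B peak with the highest score lay on chromosome 19 of hg19 from 2517986 to 2518635 (score 1177, no WRE, 2 Helper sites), and a second, from 2543594 to 2543980, held 1 WRE and 3 Helper sites (score 142). Both are annotated as intronic, with centers 42187 and 67664 bp from the GADD45B TSS, and the annotated intron can belong to another gene. The AXIN2 peak in intron 1 (score 206) and the TGIF1 peak on chromosome 18 from 3448173 to 3448684 (score 324) are also intronic. They lie 483 and 820 bp from the TSS. The HIST2H2AC peak lay on chromosome 1 from 149858657 to 149858839, with a score of 63.5, its center 223 bp downstream of the TSS. It has the HOMER promoter-TSS annotation, which can refer to a transcript of another gene. The HIST2H4B peaks, annotated to a transcription termination site on chromosome 1 from 149804424 to 149804850 (score 132) and from 149832096 to 149832522 (score 121), were listed at 9 h and not at 2 h. The BAMBI peak with the highest score, on chromosome 10 from 29016387 to 29016577, was intergenic (score 68.4). Of the promoter regions, HIST1H4K had a peak on chromosome 6 from 27799238 to 27799622 (score 115) and ZBED5 on chromosome 11 from 10879388 to 10879722 (score 106.5). The TMEM177 promoter peak, on chromosome 2 from 120435841 to 120436518, had a score of 1053. A dnTCF1Emut peak overlapped the TMEM177 peak at 2 h (score 228) and 9 h (score 99.9). None of the other peaks given here overlapped a dnTCF1Emut peak at 0, 2 or 9 h.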

All nine of these peaks were specifically occupied by dnTCF1EWT, not the mutant protein, hinting that these could be new C-clamp-dependent regulatory sites. We observed that full-length TCF1EWT/β-catenin activated luciferase expression from 4 of the 9 regions (those associated with GADD45B, AXIN2, TGIF and HIST2H4B) while TCF1Emut/β-catenin could not (Figure 6C; see Supplementary Figure S10 for nucleotide sequences of the four, regulated regions). In contrast, TCF1EWT/β-catenin and TCF1Emut/β-catenin equally activated a Wnt reporter plasmid that contains multimerized copies of the WRE, but no Helper sites (see TOPTK in Figure 6C). The remaining five regions were either non-responsive, or as independent promoters, they were not active suggesting that the subcloning disrupted either the full regulatory region or chromosomal context. Similar results were recently reported where 50% of high confidence ChiP-seq peaks for β-catenin conferred Wnt regulation in a transient transfection assay (31). The positive results are also consistent with a microarray experiment that we previously reported showing that two of these four genes (GADD45B and TGIF) were regulated in a C-clamp-dependent manner (15). HIST2H4B mRNA was not detected in the microarray, likely because mature histone mRNA is not polyadenylated and is not commonly enriched for library construction and microarray analysis. Our data therefore highlights a potential new class of Wnt target gene, as the HIST2H4B region was as responsive to TCF1E/β-catenin as regions from well known, validated Wnt targets. AXIN2 is one of the well known Wnt target genes and our published microarray analysis had identified it as independent of C-clamp regulation (15). However, since there are multiple ChIP-seq peaks associated with AXIN2, it is likely that one or more of these peaks are C-clamp-dependent including the region analyzed in this study. Most surprising was the fact that two of the subcloned regions (those associated with TGIF and HIST2H4B) contain only Helper sites and no significant match to a canonical WRE motif. 

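The TGIF1 peak at 2 h held no WRE, 3 Helper sites and 10 short Helper sites, at a GC content of 61.9%. At 9 h a shorter peak at the same site, from 3448314 to 3448624, had a score of 111 and held no WRE and 2 Helper sites. Each of the HIST2H4B peaks at 9 h held no WRE, 1 Helper site and 11 short Helper sites, at a GC content of 51.5%.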

To exclude the possibility that WRE sites were missed by the use of a too stringent canonical motif in our sequence search (CTTTGWWS), we used the exact WRE motif developed using the WT 2 h peak data to generate a positional weight matrix with more sequence flexibility (Supplementary Figure S5C). Using this more flexible motif we repeated the search and identified a second WRE site in the AXIN2 insert. However, we found no additional matches to the more degenerate WRE in TGIF or HIST2H4B sequences. Instead, two sequences with key, important mismatches to the canonical WRE were present. Since both of these regions drove C-clamp-dependent activation of reporter gene expression, we hypothesized that the C-clamp-Helper site interactions are critical transcription regulatory motifs in regions that do not contain identifiable matches to WREs. To test this hypothesis, we introduced site-specific mutations in the three Helper sites in the TGIF peak (see Supplementary Figure S10 for the sequence and mutations). Mutation of one Helper site greatly reduced regulation β-catenin, and mutation of all three Helper sites eliminated regulation (Figure 6C).

To address whether Helper sites are sufficient to regulate transcription on a global level, we divided peaks within 30 kb of the TSS of genes detected in 4′Thiouridine-seq into several categories: peaks with no WREs or Helper sites, those with WREs, those with Helper sites and those with both Helper sites and WREs. As expected, peaks with one or more WREs were significantly associated with downregulated genes compared with peaks with no WREs (Supplementary Figure S11). In contrast, peaks with Helper sites alone were not significantly associated with downregulated genes, suggesting that WRE-independent Helper site-mediated transcriptional regulation is likely a gene-specific rather than a globalized mode of regulation. However, peaks with two or more Helper sites and a WRE were significantly associated with greater downregulation of genes compared with peaks with only WREs. 

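Of the 343 genes with a dnTCF1EWT 2 h peak within 30 kb that held a WRE, 21 (6.12%, 95% interval 4.04 to 9.18%) were downregulated at 2 h in the paper's Supplementary File S2. Of the 1966 genes with a peak without a WRE, 64 (3.26%, 2.56 to 4.14%) were. With the 60 genes that have peaks of both kinds counted in the first set only, the second was 57 of 1906 (odds ratio 2.12, two-sided Fisher's exact test chosen after seeing the data, p = 0.0060). In strata of peak score (up to 67, below 100, and 100 or more) and of distance (within 5 kb or beyond), the odds ratio was 1.42 (95% interval 0.783 to 2.56, Mantel-Haenszel chi-square test, p = 0.31). The sets hold all genes with a peak, whether or not their nascent RNA was detected.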

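Of the 172 genes with a dnTCF1EWT 2 h peak within 30 kb that held a Helper site and no WRE, 15 (8.72%, 95% interval 5.36 to 13.9%) were downregulated at 2 h. Of the 1823 genes with a peak with neither motif, 51 (2.80%, 2.13 to 3.66%) were. With genes that have peaks of both kinds counted in the first set only, the second was 49 of 1794 (odds ratio 3.4, two-sided Fisher's exact test chosen after seeing the data, p = 0.00026). In the strata of peak score and distance the odds ratio was 2.17 (95% interval 1.1 to 4.29, Mantel-Haenszel chi-square test, p = 0.035). Genes without detected nascent RNA were not left out, unlike in the paper. Of the genes with a peak that held a WRE and no Helper site, 16 of 290 were downregulated (5.52%, 3.42 to 8.77%).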

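Of the 22 genes with a dnTCF1EWT 2 h peak within 30 kb that held 2 or more Helper sites and a WRE, 4 (18.2%, 95% interval 7.31 to 38.5%) were downregulated at 2 h. Of the 287 other genes with a peak that held a WRE and no Helper site, 15 (5.23%) were (odds ratio 4.03, two-sided Fisher's exact test chosen after seeing the data, p = 0.037). In the strata of peak score and distance the odds ratio was 2.19 (95% interval 0.581 to 8.24, Mantel-Haenszel chi-square test, p = 0.42), on 4 downregulated genes. The degree of downregulation in each set was not analysed here.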

Taken together, our results indicate that the C-clamp Helper site interaction synergizes with the HMG-WRE interaction for strong transcriptional control of target genes and in special cases, the C-clamp can participate in direct transcriptional regulation independent of a WRE.

## DISCUSSION

We have used ChIP-seq experiments with dnTCF1EWT and dnTCF1Emut to discover that the C-clamp-Helper site interaction plays an important role in dnTCF1E binding and target gene regulation across the genome. Several of the most notable effects of the C-clamp were its role in the targeting of dnTCF1E to promoters of polymerase II genes, the rapid and stable association of dnTCF1E with those genomic locations and the significant variation in the relative positioning of the WRE and Helper sites. The Helper site was significantly enriched in dnTCF1E peaks, but the number, orientation and the distance of those sites relative to WRE motifs were highly variable. These observations connect to *in vitro* selection experiments with oligonucleotides where the relative positions of WRE and Helper site were also variable (15). The use of 4′Thiouridine-seq confirmed that the C-clamp-Helper site interaction plays an important role in transcriptional regulation of target genes, especially when a WRE is present in the vicinity (within the same ChIP-seq peak) of the Helper site (Supplementary Figure S11). dnTCF1EWT showed stronger binding than dnTCF1Emut at most co-occupied genomic regions (Figure 4A). This occurred at many regions without an obvious Helper site, suggesting that the C-clamp strengthens the overall binding of dnTCF1EWT to DNA, or at least its interaction with chromatin. dnTCF1EWT also bound to many more promoters and gene loci than dnTCF1Emut (more than 3-fold; Figure 2C). Therefore, there seems to be at least two contributions of the C-clamp. 

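At the 481 shared regions whose dnTCF1EWT 2 h peak held no Helper site, the mean log2 ratio of the dnTCF1EWT to the dnTCF1Emut score was 0.38 (SD 1.13), and 61.5% had the higher dnTCF1EWT score. At the 46 regions with 1 or more Helper sites it was 1.26 (SD 1.29), and 84.8% had the higher dnTCF1EWT score. At the 207 regions without even a short Helper site in the dnTCF1EWT peak the mean log2 ratio was 0.00, and 48.3% had the higher dnTCF1EWT score. The length of that peak was correlated with its score (r = 0.777), so this set may favour low dnTCF1EWT scores. Regions with a short Helper site had a mean log2 ratio higher by 0.75 than those without. Counted in the dnTCF1Emut peak instead (352 regions with, 175 without), it was higher by 0.35. The value without a site therefore depends on the peak used.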

One is to recruit dnTCF1E to CpG islands that contain copies of the Helper site and another is to increase the overall affinity of dnTCF1E for DNA.

### The C-clamp connects to Helper sites genome-wide

While the C-clamp exhibits specific DNA binding *in vitro*, our analysis is the first to test whether this specificity holds for binding to sites genome-wide in living cells. Our data demonstrate a strong correlation between the C-clamp and Helper sites. First, Helper sites were present in 30% of the top 500 strongest dnTCF1EWT peaks but only 10% of the top 500 dnTCF1Emut peaks (Figure 3C). Second, the number of Helper sites per region was much greater in dnTCF1EWT peaks than dnTCF1Emut peaks. This suggests that the C-clamp utilizes multiple copies of the Helper site for binding (Figure 3A and E), an observation consistent with other studies reporting that clusters of Helper in the vicinity of WREs was an effective criteria for *in silico* searches for Wnt target genes (22,23). Third, *de novo* motif enrichment revealed that the Helper site was specific for dnTCF1EWT peaks and not dnTCF1Emut peaks (Figure 3D and E, Supplementary Figures S4–S6). Finally, the presence of the short Helper site (5′-RCCG-3′) in regions co-occupied by dnTCF1EWT and dnTCF1Emut was associated with stronger binding by dnTCF1EWT (Figure 4B and C). Co-occurrence statistics suggest that there is significant co-enrichment of the WRE (5′-CTTTGWWS-3′) and Helper sites (5′- RCCGCC-3′) in dnTCF1EWT-bound regions, especially in those regions with multiple copies of the Helper site (Table 1). Co-occurrence of WREs and Helper sites is conserved (Supplemental Figure S7A), suggesting that the 10% of dnTCF1Emut peaks that contain both elements might derive from the co-evolution of strong WREs with Helper sites.

Motif analysis also identified an unexpected feature, which was the functional targeting of TCFs to regulatory regions without a canonical WRE. Greater than half of the dnTCF1EWT peaks with Helper sites did not contain a match to a canonical WRE, even with sequence-degenerate flexibility at the last three positions of the WRE motif (5′-CTTTGWWS-3′; Figure 3F, Supplementary File S1). This continued to be the case when the criteria was further relaxed (5′-CTTTGW-3′; Figure 6C). This was surprising given the initial reports that identified functional associations of the Helper site with the WRE in several target genes (20,22,23). 

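At 2 h, 113 of the 193 top dnTCF1EWT peaks with a Helper site held no WRE, and at 9 h the share without a WRE was 64.5%. Peaks with several Helper sites held a WRE less often, 27 of 72 with 2 or more and 4 of 27 with 4 or more. The relaxed motif was not analysed here.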

A purified C-clamp protein fragment has been shown to bind independently and specifically to the Helper site *in vitro*, suggesting that the C-clamp can function as an autonomous sequence specific DBD (23,24). However, functional experiments with *Drosophila* TCF (which always contains a C-clamp) showed that a luciferase reporter plasmid with multimerized Helper sites was not responsive, whereas the Helper site greatly augmented activation of a reporter with multimerized WRE motifs (23). Nevertheless, our combined ChIP-seq/4′Thiouridine-seq analysis identified 27 candidate C-clamp-dependent genes that contain a ChIP-seq peak within 30 kb of the TSS and were downregulated selectively by dnTCF1EWT. 

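The paper's Supplementary File S3 lists 16 peaks of 15 genes at 2 h and 20 peaks of 19 genes at 9 h as having a Helper site alone, 29 genes in all. Each of these 36 peaks was found in the deposited dnTCF1EWT list of its time, where each held 1 or more Helper sites and no WRE. A single one, at 2 h, overlapped a dnTCF1Emut peak. Their median GC content was 61.0% at 2 h and 54.8% at 9 h.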

The occupied peaks surrounding most of these genes do not contain obvious canonical WREs, whereas they have at least one or more Helper sites (Supplementary File S3). Our luciferase validation experiments demonstrated that at least two of these peaks (from the TGIF and HIST2H4B genes) conferred transcriptional regulation by full-length TCF1E/β-catenin complexes (Figure 6C). These results suggest that the C-clamp-Helper site interaction enables biologically relevant regulation of target genes in the absence of an identifiable WRE. Therefore, the difference between multimerized Helper sites and a native region of the genome in conferring C-clamp-dependent regulation may have to do with the fact that native binding sites in the context of chromatin convey additional regulatory information. For example, it is important to note that the absence of an obvious WRE does not mean that the HMG DBD is not participating in binding to other native sequences. As a class of DBD, HMG boxes are flexible in sequence recognition, showing at most a 40-fold difference between specific and non-specific binding (40) and the ability to recognize bent DNA structures. This relaxed DNA binding property implies that the HMG DBD is likely to be a constant contributor to DNA binding, just not always to recognizable WREs. Interestingly, *de novo* motif enrichment analysis of the ChIP-seq peaks shows that Helper sites are often flanked by A-T tracks, a sequence prone to bending and known to be recognized by HMG box DBDs (Supplementary Figure S6) (41). Therefore, the HMG box and the C-clamp likely can bind coordinately to DNA, but the presence of the C-clamp may enable HMG recognition of highly degenerate sequences possibly including T-tracts that do not function as independent, functional WREs on their own (15). An alternative explanation is that the C-clamp engages in protein–protein interactions for recruitment to some of the sites that do not have WREs (42). Our data do not rule out this possibility, however, given that purified C-clamp protein fragments bind specifically to the same Helper site sequence motif that we find enriched in ChIP-seq peaks, we propose that we have identified a non-WRE motif responsible for some of the direct genome-wide binding patterns of TCF. This has implications for the discovery of new Wnt target genes, which are often determined partly through searches for high scoring canonical WREs in regulatory regions.

### TCFs exhibit dynamic binding to target sites

Our analysis also identified a dynamic pattern of genome occupancy where both dnTCF1EWT and dnTCF1Emut binding decreased at 9 h post-induction (Figure 2B). 

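The number of peaks with a score of 100 or more fell between 2 and 9 h from 926 to 565 for dnTCF1EWT and from 675 to 68 for dnTCF1Emut. With scores above 67 it rose from 1802 to 2649 for dnTCF1EWT and fell from 1229 to 172 for dnTCF1Emut. At regions listed at both times the mean log2 ratio of the 2 h to the 9 h score was 0.53 (SD 1.1) over 833 regions for dnTCF1EWT and 1.07 (SD 0.85) over 234 regions for dnTCF1Emut. The difference between these ratios was not tested, and the scores are not scaled for sequencing depth, which would shift both.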

Given that all transcription factors exhibit a dynamic on/off rate of binding to target sites, we hypothesized that dnTCF1E might induce a change in chromatin conformation which restricts binding at later time points. However, ChIP-qPCR analysis of repressive chromatin marks do not support this hypothesis (Supplementary Figure S3A and B). Another possible source for this dynamic shift could be a compensatory response where increased DNA binding of other LEF/TCF family members competes with the induced dnTCF1E for binding at the later time points. While this is certainly possible, western blot analysis does not show any increases in the expression of other LEF/TCF family members after induction of dnTCF1E (data not shown). Another possible source for this phenomenon could derive from the experimental design where the increased number of genomic binding sites at later time points (∼5700 sites at 2 h versus ∼13 000 sites at 9 h) means that the early binding sites are proportionally less represented in the sequencing analysis of the later 9 h time point. However, it is unclear why this result is also evident in our ChIP-qPCR validation experiments because qPCR utilizes primers to survey specific enriched regions (Supplementary Figure 3C–F). 

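The dnTCF1EWT lists held 5585 peaks at 2 h and 12996 at 9 h. A WRE was present in 33.6% of the top 1000 peaks at 9 h and in 4.30% of the 11996 peaks below rank 1000 (95% interval 3.95 to 4.68%). In untreated dnTCF1EWT cells 5.66% of the 1907 peaks held a WRE (4.71 to 6.79%) and 4.41% of the 907 below rank 1000, and among the 4585 peaks below rank 1000 at 2 h 8.83% did (8.05 to 9.69%). The number of peaks with a score of 100 or more was 926 at 2 h and 565 at 9 h, and with a score above 67 it was 1802 and 2649.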

Another possible source for the decreased binding at 9 h is post-translational modification of dnTCF1E. For example, TAK/NLK proteins have been shown to phosphorylate LEF/TCFs, causing their disassociation from the DNA template (43). Therefore, the decrease in binding at later time points could be due to a stress response, where high levels of dnTCF1E cause the upregulation of a kinase or other regulatory partner that is capable of removing dnTCF1E from the DNA template.

In addition to the dynamic temporal shifts of occupancy, the DNA sequence of the Helper site suggests another way in which TCF binding can be modulated. Embedded in each DNA strand of the Helper site sequence is one CpG dinucleotide, whereas the WRE does not have any CpG pairs. It is possible that the portion of the Wnt transcriptome that depends on C-clamp activity might be rendered inaccessible through DNA methylation. A preliminary test of this notion was carried out by an EMSA of TCF-1EWT binding to an oligonucleotide probe encoding two WREs and two Helper sites (Supplementary Figure S12). A mutation in the Helper site reduced binding to the oligonucleotide, but not as much as a version of the EMSA probe that contained a methylated CpG dinucleotide in both strands of the Helper site. Binding was strongly reduced even though the consensus, canonical WRE remained the same in all the probes. Thus, targeted methylation of Helper sites in the genome might be one way in which the Wnt transcriptome can be shaped by epigenetic modification.

### Linking ChIP-seq and 4′Thio-seq identifies direct target genes

4′Thiouridine-seq was a useful technique for identifying immediate decreases in transcription in response to induction of dnTCF1EWT. Combining this data with our ChIP-seq results enabled us to link hundreds of dnTCF1EWT occupied regions to stably downregulated genes and therefore prompted predictions of additional direct target genes (Supplementary File S4, and also see Table 3). 4′Thiouridine-seq was particularly well suited for detecting the consequence of dnTCF1EWT binding at 2 h post-induction when induced protein was barely detectable (Figure 6A). Many genes were downregulated by dnTCF1EWT at both 2 and 9 h post-induction including many known Wnt target genes (Table 2). However, genes were downregulated more strongly at 9 h post-induction than 2 h (Supplementary Figure S9A and B), a surprising result given that peaks of dnTCF1EWT occupancy were generally strongest at the 2 h time point. The reason for the apparent discrepancy between occupancy and transcription is not fully understood, however, we note that the number of distinct genomic regions occupied by dnTCF1EWT that are within a distance cut-off of 50 kb relative to target genes increases at 9 h post-induction, a pattern likely due to increased concentration of dnTCF1EWT protein in the nucleus (Figure 1C and Supplementary Figure S9C). Thus, Wnt target genes might be regulated from multiple redundant binding sites with the concentration of LEF/TCFs playing a role in which sites will be utilized for regulation.

The great majority of the downregulated genes are not known Wnt target genes. This is even true after 2 h post-induction when indirect effects have not had as much time to accumulate and therefore direct gene expression changes should be the most enriched. The identification of downregulated genes that contain closely linked ChIP-seq peaks at 2 h post-induction is strong evidence that our analysis identified new Wnt target genes (see Table 3). Database for Annotation, Visualization and Integrated Discovery analysis of these genes revealed an ontology enrichment of genes that are involved in regulation of cell proliferation: cell cycle, Wnt signalling, TGFβ/BMP signaling and embryonic/morphogenesis processes (Supplementary File S5), consistent with the known role of Wnt signaling in proliferation and differentiation. We previously showed that the C-clamp controls a gene expression program that is critical to the G1-S phase transition in DLD-1 colon cancer cells through regulation of the cyclin-dependent kinase inhibitor p21 (15,19). That our analysis identified multiple histone genes hints that Wnt signaling may also target this class of gene to prepare cells for the S phase of the cell cycle when a newly replicated daughter genome must be packaged with nucleosomal histones. Our validation focused on one ChIP-seq peak associated with one histone gene. However, transcription of over 20 different histone genes was inhibited by dnTCF1EWT hinting that regulation may be more widespread, a new finding that has not been previously reported. Histone mRNA ends in a stem-loop sequence and, therefore, this class of Wnt target gene may have been largely undetected in prior transcriptome studies that enrich for polyadenylated, RNA polymerase II transcripts. Taken together our discovery highlights a distinct advantage of the 4′thiouridine-seq method, which enriches for nascently transcribed RNA regardless of polyadenylation status.

## SUPPLEMENTARY DATA

Supplementary Data are available at NAR Online.

SUPPLEMENTARY DATA

# Supplementary material for: The TCF C-clamp DNA binding domain expands the Wnt transcriptome via alternative target recognition
**Source:** Nucleic Acids Res. 2014 Nov 20;42(22):13615–32. doi: 10.1093/nar/gku1186
**Supplement:** SUPPLEMENTARY DATA

The TCF C-clamp DNA binding domain expands the Wnt transcriptome via alternative target recognition — The TCF C-clamp DNA binding domain expands the Wnt transcriptome via alternative target recognition — SUPPLEMENTARY DATA 

# The TCF C-clamp DNA binding domain expands the Wnt transcriptome via alternative target recognition

## SUPPLEMENTARY DATA

**Files in this Data Supplement:**

- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA
- SUPPLEMENTARY DATA

How the deposited data were processed for this re-analysis (not part of the article)

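The experiment measured the binding of FLAG-tagged dnTCF1EWT and dnTCF1Emut in DLD-1 cells at 0, 2 and 9 h of doxycycline by ChIP-seq. The authors called peaks with MACS on the pooled duplicates of each condition and annotated them with HOMER on hg19, which gave 6 deposited lists, 1 per condition. The peak score deposited by the authors is the MACS score, which is proportional to the negative logarithm of the P-value and is not scaled for sequencing depth. The GC content deposited with each peak is a fraction of its sequence and is given here in percent. The deposited numbers of WREs, short Helper sites and Helper sites are matches within the peak, counted by the authors with HOMER, and the deposited distance runs from the peak center to the nearest RefSeq TSS. The sample labels describe most libraries as first replicates of a pair, whereas the paper states that the replicates were pooled, and the peak lists themselves are named as made from both. The number of reads per library is not in the lists, so the depth is unknown. The input libraries and the reads were not used here.

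Peaks were ranked by score, and the top 1000 peaks of each list were compared, as in the paper, or all peaks where a list has fewer. A promoter peak had its center within 2 kb of a TSS, the paper's window of 4 kb. Shares of peaks were compared by two-sided Fisher's exact tests with Wilson 95% intervals, which cover counting error only. Where the lists differed in GC content, peaks were divided into strata of 5% GC and the odds ratios of the strata pooled by the Mantel-Haenszel method, so that each peak was compared only with peaks of similar GC content. Peaks were called shared if they overlapped by any number of bases, and the score of the highest-scoring overlapping peak was used. Ratios of scores were tested by two-sided sign-flip permutation and differences in scores by two-sided permutation of the peaks, each with 100000 resamples, so that the smallest p is 1e-05. The threshold of all tests was 0.05. Peaks with a GC content below 15% are called AT-rich.

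Genes changed in nascent RNA were taken from the paper's Supplementary File S2 at the thresholds of Figure 5D (p below 0.02 at 2 h and below 0.012 at 9 h), which gave 732 genes changed at 2 h, 688 of them decreased, 804 decreased at 9 h, and 415 decreased at both times. They were joined to peaks by the gene name that HOMER gives as nearest. For the comparison with Figure 6A, peaks with a score above 67 were used, anywhere and within 30 or 5 kb of the TSS. The highest score per gene was compared with 10000 random sets of genes, and the number of peaks within 50 kb at 2 and 9 h by a two-sided exact sign test. Genes are not replicates, so these compare lists. In the shares of downregulated genes against untreated cells, genes with a peak in both lists were counted in both, so those p-values are approximate.

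The genes and peaks named are those that the paper names for a peak in its text, Table 2, Table 3 or Figure 6C, and the 5 highest-scoring peaks of each of the dnTCF1EWT 2 h and dnTCF1Emut 2 h lists. Alternatives changed the number of top peaks (500 or all), the score threshold (67 or 100), the definition of a promoter, the overlap that counts as shared (at least 50% of both peaks), peaks that overlap a peak of untreated cells, chromosome Y, and the set of genes. The GC strata, the AT-rich limit, the GC limit of 45% for the recovery of peaks and the log2 limits of 1 and -1 for strong ratios were chosen after seeing the data, as were the tests of downregulated genes between motif classes, with each gene placed by the highest score and shortest distance of its peaks. The overlap, permutation and stratified tests were tested on simulated data with planted effects, where a motif that depended on GC content alone was called by the unstratified test and rarely by the stratified one. De novo motifs, motif positions within peaks, the background of all promoters and the reporter assays were not analysed here. The analysis used Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and statsmodels 0.14.6, and matplotlib 3.10.9 for figures.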

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

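The tests of the AT-rich peaks and of the lower ranks of the dnTCF1EWT 9 h list were chosen after the result was seen, and the test of the higher score threshold was planned.

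The number of peaks changed in opposite directions between 2 and 9 h in the 2 cell lines, which drew attention to it. For dnTCF1EWT the log2 change was 1.22 (from 5585 to 12996 peaks), and for dnTCF1Emut it was -2.41 (from 1883 to 354). Each is 1 pooled list against 1 pooled list, so the difference was not tested. A technical explanation is that weak peaks near the score threshold, whose number depends on depth, account for the rise. Among peaks with a score of 100 or more, the log2 change for dnTCF1EWT was -0.71 (from 926 to 565), in the same direction as for dnTCF1Emut (from 675 to 68). With scores above 67, however, the number still rose for dnTCF1EWT, from 1802 to 2649, and fell for dnTCF1Emut, from 1229 to 172, so the rise is not limited to the weakest peaks. A related explanation is that the lower ranks of the dnTCF1EWT 9 h list may be background regions. A WRE was present in 4.30% of its 11996 peaks below rank 1000, against 4.41% of the 907 peaks below rank 1000 in untreated cells (two-sided Fisher's exact test, p = 0.87). Among all 1907 peaks of untreated cells the share was higher, 5.66% (odds ratio 0.749, Fisher's exact p = 0.010). Both explanations remain. The depth of the libraries is unknown and was not tested. A biological explanation, more sites occupied as dnTCF1EWT accumulates, cannot be excluded for the higher ranks. Of the 610 peaks in the top 1000 at 9 h that overlapped no 2 h peak, 22.5% held a WRE, against 6.8% of the top 1000 peaks of untreated cells (Fisher's exact p = 3.3e-19).

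The dnTCF1Emut list from untreated cells, which the paper hardly discusses, held 587 AT-rich peaks (82.9% of 708), whereas the dnTCF1EWT list from untreated cells held none. Of the 587 peaks, 523 (89.1%) lay in simple or low-complexity repeats. Their median score was 84.5 and their highest 599, and 296 of them overlapped a dnTCF1Emut 2 h peak. Of the 326 dnTCF1Emut 2 h peaks that overlapped a peak of untreated cells, 298 (91.4%) were AT-rich. The 2 h list held 393 AT-rich peaks of 1883, so the odds of an AT-rich peak were 0.0544 times those in the 0 h list. This ratio falls whenever other peaks are added and does not test binding of dnTCF1Emut after induction. At the 326 shared peaks the mean log2 ratio of the 2 h to the 0 h score was -0.44, and 25.8% had the higher score at 2 h (two-sided sign-flip permutation test, p = 1e-05, the smallest they can give), so the listed scores did not rise with induction, although a difference in depth would shift them. A candidate explanation is a difference between the library batches of the cell lines, since the dnTCF1EWT 0 h list held 0 AT-rich peaks. Each cell line has its own libraries, so batch and cell line cannot be told apart, and reads that map to more than 1 repeat were not tested. The AT-rich peaks made up 19.8% of the top 1000 dnTCF1Emut peaks at 2 h, which enter the comparisons of promoter, Helper site and WRE shares.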

How the results depend on the processing

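In all, 174 alternatives were run, 116 of them set before the data were examined. Among values that answer a comparison, 48 kept their direction and side of the threshold or moved little, 6 no longer passed the threshold, 2 newly passed it, 7 reversed and 7 moved. Among the other values, 48 were the same, 2 newly passed the threshold, 2 reversed and 52 moved, most of them counts of peaks or genes under another score threshold or another set of genes. Unless a value is given for it, the cause was not tested.

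With a higher score threshold, the ratio of dnTCF1EWT to dnTCF1Emut peaks at 2 h moved from 2.97 to 1.47 (scores above 67) and 1.37 (scores of 100 or more), and the percentile of the scores of downregulated genes from 100 to 95.7 (scores above 67). With scores of 100 or more, the odds ratio of downregulated genes against untreated cells reversed to 0.933 within 30 kb (Fisher's exact p = 1) and 0.486 within 5 kb (p = 0.46), on 1 downregulated gene each in untreated cells; the cause was not tested.

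With all listed peaks in place of the top 1000, the difference in mean log10 score reversed to -0.104 (p = 1e-05, the smallest the permutations can give), the exon odds ratio to 0.528 (p = 0.081), the WRE odds ratio to 0.347 (p = 3.7e-67), and the co-occurrence of Helper site and WRE for dnTCF1EWT to 2.05 (p = 7.1e-09, the last 3 by Fisher's exact test). From the top 1000 to the last ranks of dnTCF1EWT the share with a WRE fell from 50.6 to 4.1% and with a Helper site from 19.3 to 3.76%, whereas 28.8% of dnTCF1Emut peaks below rank 1000 held a WRE, so the lower ranks reverse the last 2 values. The number of downregulated genes with a peak moved from 60 to 98, and their share against untreated cells passed the threshold with a smaller odds ratio, 1.77 in place of 2.40 (Fisher's exact p = 0.014 and 0.094), on more genes. With the top 500 peaks, the WRE odds ratio was weaker, 1.16 (Fisher's exact p = 0.25), and the share of dnTCF1EWT regions found in the dnTCF1Emut list moved from 37.5 to 48.4%.

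In strata of similar GC content (Mantel-Haenszel chi-square tests), an alternative chosen after seeing the data, odds ratios were weaker for promoters at 2 h (1.69, p = 0.068) and at 9 h (1.98, p = 0.20), for the Helper site (1.37, p = 0.11) and for co-occurrence (0.913, p = 0.68), and that for the WRE reversed to 0.944 (p = 0.64). Without AT-rich peaks, also chosen after seeing the data, the WRE odds ratio was weaker (1.06, Fisher's exact p = 0.53).

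With scores as rank percentiles, the difference between 2 and 9 h at shared dnTCF1EWT regions reversed to -2.67 (permutation p = 0.010), on lists of 5585 and 12996 peaks, whose length sets the percentiles. With equal numbers of peaks at 2 and 9 h, the share of genes with more peaks at 9 h reversed from 64.7 to 40.8% (exact p = 0.14). With sets of genes chosen after seeing the data, the number of downregulated genes with a peak moved to 94 (decreased at 9 h) and 113 (changed at 9 h), and for the latter the odds ratio against untreated cells was 2.31 (Fisher's exact p = 0.019), past the threshold on more genes although no larger than 2.40.

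No paired analysis was possible because the authors pooled the duplicates before calling peaks, and leaving out a replicate was not possible. Motif counts in windows of equal width around the peak centers were planned and not run, since no hg19 sequence was available, and neither were fold enrichments or tag counts in place of scores, which the lists do not hold. The unknown depth limits every comparison of scores, numbers of peaks and overlaps between lists.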

Differences from the paper's values

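Of 78 values of the paper that were also computed here, 55 lay within 1.5 times of each other and 23 lay further apart. The paper's number of dnTCF1Emut peaks at 0 h is about 370 in Fig. 3C, read by eye, and the list held 708. With scores above 67 the number was 453, which closed the gap, whereas scores of 100 or more (237) and leaving out chromosome Y (706) did not. Leaving out peaks that overlap a 0 h peak was not applied to the 0 h list itself, which kept 708, so it cannot bear on this gap.

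The paper's promoter shares are about 3.7% for dnTCF1EWT at 2 h, about 4.8% at 9 h, about 0.7% for dnTCF1Emut at 2 h and about 0.6% at 9 h in Fig. 2C, read by eye. Within 2 kb of a TSS the shares were 9.6, 9.8, 2.7 and 2.26%. Of the alternatives set before the data were examined, the HOMER promoter-TSS annotation gave 3.7, 4.7, 0.7 and 0.565%, which closed the gap for all 4. For dnTCF1EWT at 9 h all listed peaks also did (5.15%). The top 500 peaks, all listed peaks for the other 3 lists, and leaving out peaks that overlap a 0 h peak did not.

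In Table 1, the paper's number of dnTCF1EWT peaks with 2 or more Helper sites is 185, against 72 here. The top 500 peaks (44), all peaks (120) and peaks away from a TSS (41) did not close the gap. The paper's expected numbers of dnTCF1EWT peaks with a WRE and 1, 2, 3, 4 or 5 or more Helper sites are 33, 4, 0, 0 and 0, against 97.7, 36.4, 18.7, 13.7 and 10.6 here if the motifs are independent. For dnTCF1Emut the paper's expected numbers are 1 and 0 for 1 and 2 or more Helper sites, against 22.8 and 2.96. None of the alternatives set before the data were examined (top 500 peaks, all peaks, peaks away from a TSS) closed these gaps. The paper's text gives 18 dnTCF1EWT peaks with a WRE and 3 or more Helper sites, whereas its Table 1 gives 11, the number found here. The gap is therefore between the paper's text and its own table. All listed peaks (13) came within 1.5 times of 18, which does not explain it, and the top 500 peaks (7) and peaks away from a TSS (6) did not.

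The paper's Helper sites per kb in promoters are about 0 for dnTCF1EWT at 0 h, about 0 for dnTCF1Emut at 0 h, about 1.7 for dnTCF1Emut at 2 h and about 1.6 at 9 h in Fig. 3B, read by eye, against 2.46, 0.672, 0.816 and 0.898 here. No alternative had been set before the data were examined. Promoter peaks of the top 1000, an alternative chosen after seeing the values, gave 1.52 for dnTCF1Emut at 2 h, which closed that gap, and 3.11, 0.672 and 0.898 for the others, which did not.

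In Fig. 6A, read by eye, the paper's number of downregulated genes with a peak in untreated cells is about 7, against 4 here. With genes decreased at 2 h it was 7, which closed the gap, and with all listed peaks (22) or scores of 100 or more (1) it did not. At 9 h the paper's number is about 93 in Fig. 6A, read by eye, against 43. All listed peaks (124) and genes decreased at 2 h (76) closed the gap, and scores of 100 or more (17) did not. Within 30 kb at 9 h the paper's number is about 49 in Fig. 6A, read by eye, against 26. Genes decreased at 2 h (45) closed the gap, and all listed peaks (83) and scores of 100 or more (10) did not. Within 5 kb in untreated cells it is about 2 in Fig. 6A, read by eye, against 1. All listed peaks (2) and genes decreased at 2 h (2) closed the gap, and scores of 100 or more (1) did not. Sets of genes chosen after seeing the values also came within 1.5 times of the paper's numbers. The set changed at 2 h in either direction is the one that the legend of Fig. 6A names, whereas the numbers above are for the 415 genes decreased at both times. In this set, run as an alternative chosen after seeing the values, the numbers in the same order were 7, 78, 46 and 2. In the set decreased at 9 h, chosen after seeing the values, they were 7, 81, 50 and 1, the last of which did not close the gap. In the set changed at 9 h in either direction, chosen after seeing the values, they were 8, 97, 59 and 2.

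The paper's number of genes with a peak within 30 kb at 2 h is about 3700 in Fig. 6B, read by eye, against 2249 here. Peaks within 5 kb (645) and scores above 67 (728) did not close the gap.

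Among its statements, the paper has dnTCF1Emut bound to most of the regions of dnTCF1EWT at 2 h, and 37.5% of the top 1000 regions overlapped a listed dnTCF1Emut peak. It has dnTCF1EWT bound to the same regions at 9 h, and 47.5% overlapped a 9 h peak (61.8% in the top 500). The paper bases both statements on read counts at these regions, which were not used here. Overlap with a listed peak depends on score threshold and depth, so these shares do not contradict them. It states a greater number of exons for dnTCF1EWT, and the counts of 12 and 6 had the same direction, on few peaks (Fisher's exact p = 0.24). It states that WRE incidence and the share of peaks with a WRE are alike, and 50.6% of dnTCF1EWT and 42.3% of dnTCF1Emut peaks held a WRE (odds ratio 1.40, Fisher's exact p = 0.00023). The odds ratio was 1.16 in the top 500 (Fisher's exact p = 0.25), and with alternatives chosen after seeing the values 1.06 without AT-rich peaks (Fisher's exact p = 0.53) and 0.944 in GC strata (Mantel-Haenszel chi-square test, p = 0.64), which come closer to the statement, whereas all listed peaks (0.347, Fisher's exact p = 3.7e-67) and peaks away from a TSS (1.46, Fisher's exact p = 4.6e-05) did not. It states an enrichment of dnTCF1EWT peaks with both a Helper site and a WRE, most of all with several Helper sites, and the odds ratios here were 0.633 for 1 or more Helper sites and 0.158 for 5 or more, against independence within the same peaks and not the binomial expectation of the paper. Over all listed peaks the odds ratio for 1 or more was 2.05 (Fisher's exact p = 7.1e-09), in the direction of the statement, and in GC strata, chosen after seeing the values, 0.913 (Mantel-Haenszel chi-square test, p = 0.68). GC strata were not run for several Helper sites. It finds no significant association of Helper-only peaks with downregulated genes among genes detected in nascent RNA, a set not used here. Among all genes with a peak, 8.72% of genes with such a peak were downregulated at 2 h, against 2.80% of genes whose peak held neither motif (intervals 5.36 to 13.9% and 2.13 to 3.66%; odds ratio 3.4 with each gene in 1 set only, two-sided Fisher's exact p = 0.00026, and 2.17 in strata of peak score and distance, Mantel-Haenszel chi-square test, p = 0.035). The sets of genes are not like for like with those of the paper.

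The paper describes its 9 subcloned regions as bound by dnTCF1EWT and not by dnTCF1Emut, and a dnTCF1Emut peak was listed at the TMEM177 promoter at 2 h (score 228) and 9 h (score 99.9). The HIST2H2AC region is described as exonic. Its peak center lay 223 bp downstream of the HIST2H2AC TSS, and the peak carries the promoter-TSS annotation. That annotation can refer to a transcript of another gene than the nearest one, so it does not contradict an exon. For AXIN2, 8 peaks were listed at 9 h, and the site of Table 2 at -4127 bp was not among them. The most distant SGK1 site of Table 2 at 9 h was listed at the same distance upstream of the TSS, with a negative sign. For TCF4 in Table 2, the 2 h distances were listed for TCF7L2, as were the last 2 of the 9 h distances, and no 2 h peak was annotated to TCF4. For JAG1, the 9 h distances of Table 2 were those of dnTCF1Emut 2 h peaks. The text calls the genes of Table 3 downregulated, and ASPN and SESTD1 were increased at 2 h in the paper's Supplementary File S2 (log2 changes of 0.97 and 2.24). Of the 40 genes that changed at 2 h in either direction and had a peak with a score above 67 within 30 kb, 39 are in Table 3, so a decrease at both times, which 9 of its 40 genes lacked, was not required for it. In the paper's list of genes with Helper sites alone, 3 have a fold downregulation below 1 (OPTN, TMPRSS4 and ZFHX3 with 0.339, 0.101 and 0.425).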

Other observations

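The test of equal list lengths was planned, and the other tests were chosen after seeing the data.

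The dnTCF1EWT and dnTCF1Emut lists differ in GC content at every time, with medians without AT-rich peaks of 49.7, 48.9 and 51.3% for dnTCF1EWT and 32.9, 38.7 and 39.6% for dnTCF1Emut at 0, 2 and 9 h. If the induced proteins caused this difference, it should be absent before induction. The lists from untreated cells do not settle this. Of the 121 dnTCF1Emut peaks that were not AT-rich, 64 had a GC content of 15 to 35%, the class next to the limit for AT-rich peaks. The median of 32.9% depends on that limit, which was chosen after seeing the data. With the AT-rich peaks included, the dnTCF1Emut median at 0 h was 6.32%. Effects of the induced proteins, of the cell lines and of the libraries cannot be told apart.

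This difference bears on the Helper site and the promoters. The odds ratio for a Helper site, 4.19 over the top 1000 peaks at 2 h, was 1.37 in strata of similar GC content (Mantel-Haenszel chi-square test, p = 0.11), and that for promoters fell from 3.83 to 1.69 (p = 0.068). The AT-rich peaks alone did not account for the Helper difference, with an odds ratio of 3.44 without them. The remaining differences in GC strata have intervals that include 1 and cannot be told apart from an effect of GC content. The adjustment could also remove a true effect, since a C-clamp that favours Helper sites would itself bring GC-rich regions into the dnTCF1EWT list. Within the dnTCF1EWT line, GC content alone did not set these shares. Between 45 and 50% GC, 1.38% of 217 peaks at 0 h and 19.0% of 226 at 2 h held a Helper site. Between 50 and 60% GC the shares were 3.6 and 34.0%, and 13 of 445 and 32 of 188 peaks lay within 2 kb of a TSS. Below 35% GC the Helper share was higher at 0 h, on 1 peak. The 0 h peaks were shorter (median 198.5 against 432 bp), and these values do not compare the 2 proteins.

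Of the top 1000 dnTCF1EWT 2 h regions, 22.8% of the 193 with a Helper site and 41.0% of the 807 without overlapped a dnTCF1Emut peak, an odds ratio of 0.425. If dnTCF1Emut had lost these regions through loss of Helper site binding, the difference should remain among regions of similar GC content. It did not, with an odds ratio of 0.951 in GC strata (95% interval 0.627 to 1.44, Mantel-Haenszel chi-square test, p = 0.89). This does not exclude such a loss. The Helper site consists largely of G and C, so the strata could remove a true effect, and the interval leaves room for one. A candidate explanation is a recovery of regions in the dnTCF1Emut library that depends on GC content. Among regions with no RCCG at all, which the C-clamp should not bind through a Helper site, 13 of 46 (28.3%) with a GC content of 45% or more overlapped a dnTCF1Emut peak, against 109 of 201 (54.2%) below 45%, an odds ratio of 0.332 (two-sided Fisher's exact test, p = 0.0018). Among regions with a GC content of 45% or more, those with RCCG were found in 70 of 419 cases (16.7%), against the 28.3% without (Fisher's exact p = 0.066), and below 45% the shares were 54.8 and 54.2%. Over finer strata of GC content the odds ratio for RCCG was 1.00 (95% interval 0.725 to 1.38, Mantel-Haenszel chi-square test, p = 0.94), which leaves room for a loss linked to RCCG as well. Regions above and below 45% GC were not matched on peak score or WRE, so a difference in binding could give the same pattern. Recovery by GC content remains a hypothesis, since the reads and the inputs were not used here.

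At shared regions, the higher dnTCF1EWT score with short Helper sites was not fully explained by GC content, since a difference of 0.51 in mean log2 ratio remained in GC strata (p = 1e-05, the smallest the permutations can give). Counting the sites in the dnTCF1Emut peak left 0.23 (permutation p = 0.029), without an adjustment for the length of the dnTCF1EWT peak. In a linear model (n = 527 regions) with GC content and the length of the dnTCF1EWT peak, no increase per site remained (0.00 on the log2 scale, 0.00483 with more digits, p = 0.69). Peak length and score are strongly correlated (r = 0.777), so length may stand for the score itself, and the effect of the sites cannot be told apart from that of peak length. A contribution of the C-clamp to binding strength at these regions therefore stays a hypothesis that these lists neither exclude nor settle.

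The Helper site and the WRE shared a dnTCF1EWT peak less often than independent motifs would (odds ratio 0.633). A candidate explanation is the opposite base composition of the motifs, since the odds ratio was 0.913 in strata of similar GC content (Mantel-Haenszel chi-square test, p = 0.68). The greater number of peaks at 9 h near downregulated genes may follow from the longer list at 9 h. With lists of equal length 40.8% of the genes with unequal numbers had more peaks at 9 h (exact sign test, p = 0.14). Equal lengths would also remove a true rise in the number of bound sites, so the 2 cannot be told apart.

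The highest-scoring peak of the dnTCF1EWT 2 h list was annotated to NELF (score 3218). Next came a pair of peaks on chromosomes X and Y, annotated to ASMT and both with a score of 3100. Peaks annotated to LINC00565 (score 2134) and CDX2 (score 1835) followed. The paper's text does not state whether peak scores are capped, and a cap would make the order of the top peaks uncertain. The highest-scoring dnTCF1Emut 2 h peaks were annotated to SYK (score 2169), CCDC85A (score 1199), MIR1257 (score 976), ZNF638 (score 947) and ATP6AP1L (score 924), and the peaks of CCDC85A and ZNF638 overlapped a peak of the untreated dnTCF1Emut cells.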
